# JunB Controls Intestinal Effector Programs in Regulatory T Cells

**DOI:** 10.3389/fimmu.2020.00444

**Published:** 2020-03-31

**Authors:** Joshua D. Wheaton, Maria Ciofani

**Keywords:** AP-1 - activator protein 1, regulatory T (Treg) cell, follicular regulatory T cell, mucosal homeostasis, Transcriptional (regulation)

## Abstract

Foxp3-expressing regulatory T (Treg) cells are critical mediators of immunological tolerance to both self and microbial antigens. Tregs activate context-dependent transcriptional programs to adapt effector function to specific tissues; however, the factors controlling tissue-specific gene expression in Tregs remain unclear. Here, we find that the AP-1 transcription factor JunB regulates the intestinal adaptation of Tregs by controlling select gene expression programs in multiple Treg subsets. Treg-specific ablation of JunB results in immune dysregulation characterized by enhanced colonic T helper cell accumulation and cytokine production. However, in contrast to its classical binding-partner BATF, JunB is dispensable for maintenance of effector Tregs as well as most specialized Treg subsets. In the Peyer's patches, JunB activates a transcriptional program facilitating the maintenance of CD25^−^ Tregs, leading to the complete loss of T follicular regulatory cells in the absence of JunB. This defect is compounded by loss of a separate effector program found in both major colonic Treg subsets that includes the cytolytic effector molecule granzyme B. Therefore, JunB is an essential regulator of intestinal Treg effector function through pleiotropic effects on gene expression.

## Introduction

The maintenance of immunological homeostasis is largely dependent on Foxp3^+^ regulatory T (Treg) cells, which suppress antigen-specific immune responses against both self and commensal microbial antigens. While Tregs control immune responses in part by inhibiting T cell priming in the spleen and lymph nodes (LN), it is now accepted that Tregs play wide-ranging roles in maintenance of organismal homeostasis through a myriad of activities in non-lymphoid tissues. These include regulation of insulin sensitivity in the visceral adipose tissue (VAT); control of wound-healing and repair responses in the skin, lung, and intestine; modulation of antibody responses in germinal centers (GCs); and suppression of adaptive immune responses against both dietary and microbial antigens in the intestine (1–3). Elucidating the factors affecting tissue-specific Treg function are thus critical to understanding both normal and adverse physiology of diverse organ systems.

Because of the range of conditions in which they operate, Tregs must adopt organ-specific patterns of gene expression that confer unique functional programs. Upon initial antigen recognition in the spleen and LN, resting central Treg (cTreg) cells upregulate an activation-dependent gene signature leading to acquisition of the effector Treg (eTreg) cell phenotype, which is characterized in part by loss of the lymphoid-homing receptors CD62L and CCR7 (1). Activated eTregs are then competent to undergo further organ-specific changes in gene expression—likely resulting from signals encountered both in the LN at the time of activation, and also after arrival in the target non-lymphoid tissue (4–6)—ultimately leading to unique tissue-specific transcriptional programs. However, despite substantial advances in our understanding of the diverse tissue-specific functions of Tregs, the transcriptional regulatory circuitry responsible for this diversity remains poorly understood.

A major mechanism driving tissue-specific gene expression in Tregs is the controlled expression of specific transcription factors (TFs). These include not only Treg subset-specific regulators—such as RORγt, Bcl-6, GATA-3, or PPARγ—but also a large number of TFs with undefined roles in Treg biology (4, 6, 7). Previous studies have shown that expression of many TFs from the basic leucine zipper (bZIP)/AP-1 family are enriched in Tregs from diverse non-lymphoid tissues (4, 6, 8); however, our understanding of the role of AP-1 in tissue-specific Treg function remains limited. BATF, the most well-studied AP-1 TF in T cells, was shown to be critical for both differentiation of VAT-resident Tregs (9) and intestinal migration of Tregs (10). However, these observations can be largely explained by a general requirement for BATF in the initial differentiation of eTregs, such that BATF expression is important for all tissue Tregs but does not convey tissue specificity of gene expression (11). Conversely, we and others recently showed that the bZIP TF c-Maf is essential for the differentiation of both follicular regulatory T (Tfr) cells and RORγt^+^ Tregs, but does not play a role in differentiation of either eTregs or VAT Tregs, demonstrating that bZIP TFs can play tissue or subset-restricted roles in Treg biology (12, 13). Nevertheless, outside of these limited examples, the function of the vast majority of bZIP/AP-1 TFs in Treg biology remains unexplored.

A recent analysis comparing the regulomes of tissue-resident Tregs found that bZIP/AP-1 binding sites were strongly enriched within genomic regions that gained accessibility in tissue-specific Tregs relative to those from lymphoid organs. Based on gene expression and motif analyses, it was proposed that several AP-1 TFs—including JunB and JunD—might be broadly important in regulating tissue-specific transcription in Tregs, particularly in the VAT and colon (6). Previously, we and others found that the AP-1 TF JunB was essential for the differentiation of inflammatory T-helper 17 (Th17) cells (14–16), demonstrating that JunB plays subset-restricted roles in T cell programming. More recently, JunB was reported to control differentiation and suppressive functions of eTregs (17); however, many of the conclusions from this study are confounded by the use of a CD4-cre-mediated *Junb* conditional deletion strategy that has since been demonstrated to cause cell-extrinsic defects in Treg development (18). Because of the predicted role of JunB in tissue Tregs and previous data demonstrating broad and important roles for JunB in Th17 cells, we therefore chose to directly investigate whether JunB was important for adaptation of Treg effector function to non-lymphoid tissues.

Here, we describe a novel role for JunB in regulating the transcriptional programming of intestinal Tregs. We observed that JunB expression was highly enriched in nearly all Tregs from the intestinal lamina propria, and that Treg-specific ablation of JunB elicited an immune dysregulatory phenotype preferentially affecting the colon. In contrast to the roles of related AP-1 family TFs in Tregs, JunB was not required for the differentiation of eTregs, nor for the differentiation of tissue-specific Treg subsets in the colon or adipose tissue. Rather, we found that JunB was required for the maintenance of CD25^−^ Tregs—which included Tfr cells—leading to a loss of these populations in the spleen and Peyer's patches (PP) of mice with Treg-restricted deletion of JunB. In the colon, JunB was required to maintain normal Treg proportions but was not required for any particular Treg population. Instead, we found that JunB regulated select components of the colonic Treg transcriptome including genes for the effector molecules Granzyme A and Granzyme B. Notably, JunB was not required for expression of any other described Treg effector molecule, suggesting that loss of JunB-dependent cytolytic gene expression in Tregs was sufficient to impair normal colonic immune homeostasis. Therefore, we have identified JunB as a critical regulator of intestinal adaptation in Tregs that controls select effector functions in the intestine.

## Results

### Junb Is Preferentially Expressed in Tregs From the Intestinal Mucosa

Previous studies have suggested that *Junb* expression is significantly elevated in Tregs from the colon relative to the spleen and lymph nodes (6, 8); however, it remained unclear whether elevated *Junb* expression was a feature of all colonic Tregs or was attributable to a small subset with high *Junb* expression. To this end, we analyzed publicly-available single-cell (sc)RNA-seq data comparing Tregs isolated from various lymphoid and non-lymphoid tissues to determine the cellular distribution of *Junb* mRNA expression (4). We observed that *Junb* was highly expressed in the vast majority of colonic Tregs from both colon and skin, whereas Tregs from secondary lymphoid organs were broadly lower, with a substantial fraction below the limit of detection (Figure 1A). This suggested that increased *Junb* expression might be a general feature of Tregs in non-lymphoid organs.

**Figure 1:**
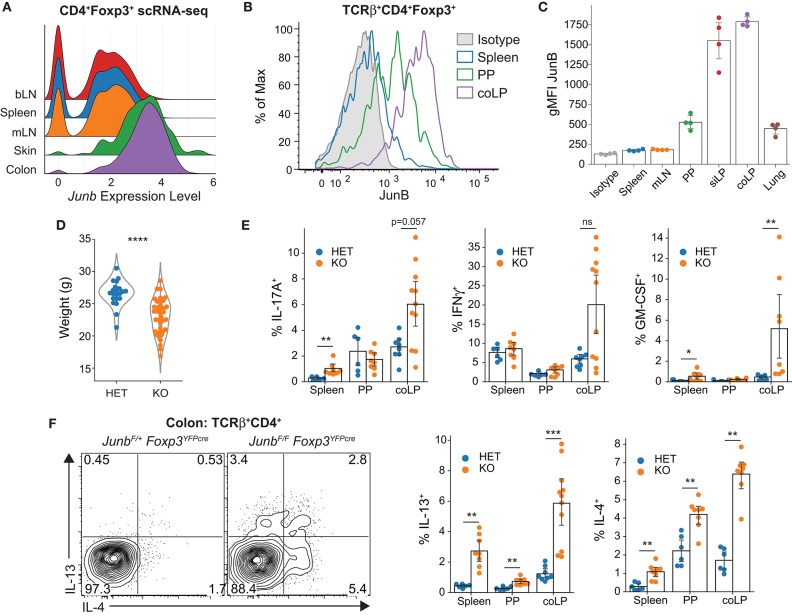
Expression of JunB in Tregs and loss of immune homeostasis following Treg-restricted deletion of *Junb*. **(A)** Expression of JunB in Treg cells across tissues determined by scRNA-seq. **(B)** Histograms and **(C)** aggregate geometric mean fluorescent intensity (gMFI) of JunB protein expression in Treg cells from indicated tissues, representative data showing four mice from one of two independent experiments. **(D)** Body weights of *Junb*^*F*/+^ (HET) or *Junb*^*F*/*F*^ (KO) *Foxp3*^*YFPcre*^ mice as determined at necropsy for 21 HET and 37 KO mice from 15 independent experiments. Statistical significance determined using Welch's *t*-test. **(E)** Frequencies of cytokine-producing cells among TCRβ^+^CD4^+^ cells in the indicated organs. Data are from at least six mice per group from four independent experiments. Significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(F)** Representative contour plots and aggregate summary data for type 2 cytokines from at least six mice per group from four independent experiments, with pre-gating and statistics performed as in **(E)**. All results represent mean with a bootstrapped 95% confidence interval. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

Using flow cytometry, we then determined whether JunB protein expression followed a similar pattern. In agreement with mRNA expression, JunB protein expression was substantially elevated (~6–7-fold) in Tregs from the lamina propria of the small intestine (siLP) and colon (coLP) relative to both the spleen and mesenteric lymph nodes (mLN) (Figures 1B,C); however, high JunB expression was not a general feature of Tregs from all non-lymphoid tissues because Tregs isolated from the lung expressed substantially less JunB than those from the intestinal mucosa (Figure 1C). In contrast, the spleen and mLN showed a negligible increase in fluorescence intensity relative to an isotype control, suggesting that JunB protein is generally low or absent in Tregs from lymphoid organs (Figures 1B,C). Interestingly, Tregs from the Peyer's Patches (PP) showed intermediate JunB expression, potentially reflecting their unique anatomy as secondary lymphoid organs embedded within mucosal tissue. Because the intestine contains almost exclusively activated eTregs, we examined whether CD62L^−^ eTregs from the spleen and PP expressed more JunB than CD62L^+^ cTregs, which have a resting phenotype. Despite the generally low expression of JunB in the spleen, we found that eTregs expressed significantly more JunB than cTregs (Supplementary Figure 1A). Additionally, we noted that JunB expression was further elevated on the PD-1^+^ subset of eTregs (Supplementary Figure 1A), which have been associated with enhanced suppressive function (19). Taken together, these observations suggested that JunB might play an important role in the function of Tregs, particularly those in the intestine.

### Ablation of JunB in Tregs Impairs Colonic Immune Homeostasis

To evaluate the requirement for JunB expression in Tregs, we generated mice with Treg-conditional ablation of *Junb* using the *Foxp3*^*YFP*-*cre*^ deleter strain (20). Surprisingly, comparison of animals harboring Tregs heterozygous for *Junb* (*Junb*^*F*/+^*Foxp3*^*YFP*-*cre*^; HET) with those bearing Tregs completely deficient for *Junb* (*Junb*^*F*/*F*^*Foxp3*^*YFP*-*cre*^; KO) demonstrated a clear reduction in overall body weight in KO animals, suggestive of immune dysregulation. This manifestation was spontaneous and variable in severity, as indicated by the right-skewed distribution of weights (Figure 1D). However, despite weight loss, these animals did not exhibit classical signs of systemic Treg dysfunction [scaled skin, ocular irregularities, dermal thickening, splenomegaly, etc.; i.e., the “scurfy” phenotype (21)]. We also observed no spontaneous mortality (up to at least 14 weeks of age; data not shown), which contrasts markedly with the ~35% lethality in *Junb*^*F*/*F*^*Foxp3*^*YFP*-*cre*^ mice reported by Koizumi et al. (17), suggesting that environmental differences may exert a substantial influence on JunB-dependent Treg activity. Taken together, these data suggest that JunB plays a nuanced role in Treg-mediated immune homeostasis.

Due to the biased expression of JunB in intestinal Tregs and observed weight loss in KO animals (a common manifestation of colitis), we evaluated CD4^+^ T cells for evidence of colonic cytokine dysregulation. Using flow cytometry, we found that the proportion of CD4^+^ T cells secreting the proinflammatory cytokines IL-17A, IFNγ, and GM-CSF were increased, with exceptionally high but variable expression in the colon of KO animals compared to controls (Figure 1E). Production of IL-17A and IFNγ in the colon correlated with weight deficit (Supplementary Figure 1B), suggesting that spontaneous factors—such as differences in the intestinal microbiota—were responsible for the variability in weight loss of KO animals. In contrast, we found consistently increased frequencies of CD4^+^ T cells producing the type 2 cytokines IL-4 and IL-13 in spleen, PP, and coLP (Figure 1F), demonstrating that Tregs require JunB for homeostatic regulation of CD4^+^ T cell cytokine responses in the colon.

### JunB Is Required to Maintain Organ-Specific Treg Proportions

To determine the Treg-intrinsic role of JunB underlying the immune dysregulation observed in KO animals, we first assessed whether JunB was required to maintain the size of the general Treg population. Intriguingly, we observed normal proportions of Tregs in the spleen, mLN, and PP of KO animals, but a substantial (nearly 2-fold) reduction in Treg frequencies in the colon (Figure 2A). However, this was not due to Treg loss *per se*, as the total number of Foxp3^+^ Tregs in the colon was instead increased in KO animals (Figure 2B). This observation is likely the result of inflammatory cell infiltration, because total cell numbers were selectively increased in the colon of KO animals (Supplementary Figure 2A). Therefore, JunB is required to maintain normal Treg-to-T conventional cell balance in the colon, which may be responsible for the cytokine dysregulation observed in KO mice.

**Figure 2:**
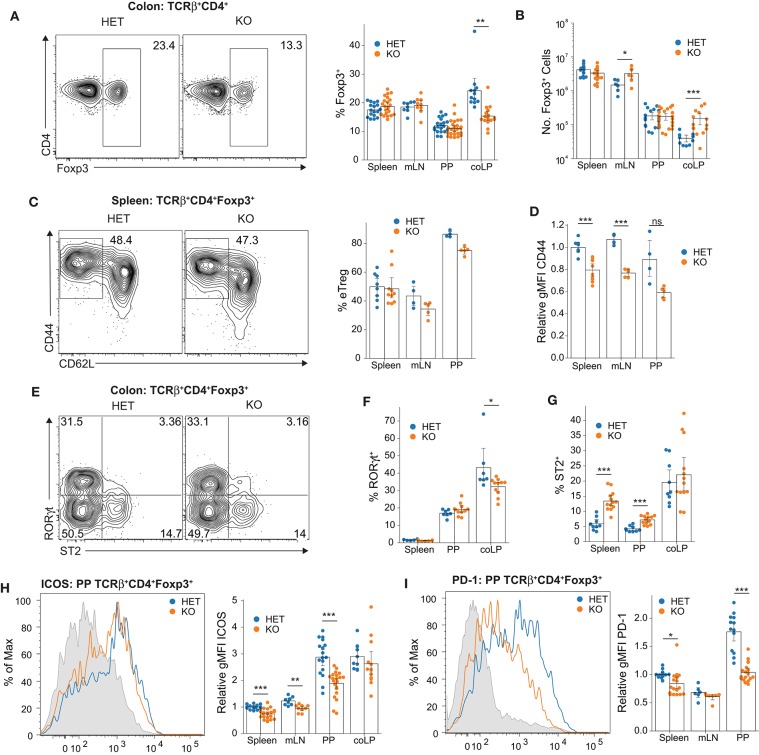
Loss of JunB causes organ-specific alterations in Treg abundance and phenotype. **(A)** Frequency of Foxp3^+^ Treg cells among TCRβ^+^CD4^+^ cells in the indicated organs. Shown are representative contour plots for the colon (left) and summary statistics for all organs (right). Data are aggregated from at least eight mice per group for mLN or at least 12 mice per group for all others from 10 independent experiments. Statistical significance is based on a significant ANOVA interaction term followed by planned comparisons within each organ using Welch's *t*-test with Holm-Bonferroni correction. **(B)** Number of Foxp3^+^ Treg cells within the indicated organs. Statistical analysis performed as in **(B)**, using log-transformed count values. Data are aggregated from at least six mice per group from eight independent experiments. **(C)** Representative contour plots (left) and summary data (right) showing frequency of CD44^hi^CD62L^−^ eTregs among TCRβ^+^CD4^+^Foxp3^+^ cells. Data are aggregated from at least four mice per group from four independent experiments. No significant difference identified by Mann-Whitney U-test with Holm-Bonferroni correction. **(D)** Expression of CD44 on eTreg cells expressed as relative gMFI, normalized to the mean gMFI for splenic eTreg cells from HET animals in each individual experiment. Data are aggregated from at least four mice per group from four independent experiments. Statistical significance determined by Welch's *t*-test with Holm-Bonferroni correction. **(E)** Representative contour plots showing colonic RORγt^+^ and ST2^+^ Treg cells. **(F)** Frequency of RORγt^+^ and **(G)** ST2^+^ Treg cells among all Treg cells. Data are aggregated from at least five mice per group from three independent experiments **(F)** or from at least nine mice per group from five independent experiments **(G)**. Significance determined using Mann-Whitney U-test with Holm-Bonferroni correction. **(H)** Representative histogram (left) showing ICOS expression on Treg cells from PP of HET (blue) or KO (orange) animals, splenic Treg cells from HET animals are shown in gray for reference. Relative gMFI of ICOS (right), normalized as in **(D)**. Data are aggregated from at least eight mice per group from nine independent experiments. Significant organ:genotype interaction by ANOVA followed by planned comparisons using Welch's *t*-test with Holm-Bonferroni correction. **(I)** Representative histogram (left) showing PD-1 expression on Treg cells from PP of HET (blue) or KO (orange) animals, splenic CD4^+^Foxp3^−^ T cells are shown in gray for reference. Relative gMFI (right) of PD-1 expression on Foxp3^+^ Treg cells, normalized as in **(D)** with statistical significance determined as in **(H)**. Data are aggregated from at least six mice per group from six independent experiments. All summary data represent mean with a bootstrapped 95% confidence interval. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

### eTreg Differentiation Does Not Depend on JunB

The vast majority of Tregs in the colon are highly active eTreg cells (CD44^hi^CD62L^−^) whereas the spleen and LN contain substantial populations of both eTregs and cTregs (CD44^lo^CD62L^+^) (1). Because JunB expression was elevated in eTregs (Supplementary Figure 1B), we investigated the possibility that JunB was selectively required to maintain the eTreg population. However, KO animals showed only a relatively small decrease in eTregs frequencies in the spleen, mLN, and PP that was not statistically significant, indicating that maintenance of eTregs does not generally depend on JunB (Figure 2C). This notion was further supported by an increase in the frequency of Tregs expressing KLRG1, which has been considered a preferential marker of eTregs (9) (Supplementary Figure 2B). Interestingly, despite a negligible decrease in the frequency of eTregs, we did observe a reduction in the expression level of CD44 on eTregs lacking JunB (Figures 2C,D). Nevertheless, the expression of CD44 on eTregs from KO animals was still much higher than that of cTregs (Figure 2C and Supplementary Figure 2C), which suggested that CD44 expression was not strictly JunB-dependent and was unlikely to be biologically significant.

### Differentiation of Specialized Colonic Treg Subpopulations Does Not Require JunB

Colonic Tregs can be subdivided into two primary populations with distinct antigen specificities and transcriptional programs: RORγt^+^ Tregs and GATA-3^+^/ST2^+^ Tregs (3). Therefore, we considered that the decrease in colonic Treg frequencies in KO mice might reflect selective loss of one of these populations. Flow cytometric analysis revealed only a small reduction in RORγt^+^ Tregs in the colon, whereas the same population in the spleen and PP was unaffected (Figures 2E,F). However, the ST2^+^ Treg population was largely unchanged in the colon but was significantly increased in the spleen and PP of KO mice (Figures 2E,G). Interestingly, the size of the ST2^+^ Treg population was correlated with the magnitude of cytokine production (Supplementary Figure 2D), suggesting that this reflected an ongoing Treg response to inflammation in KO animals and that Tregs remain responsive to inflammatory signals in the absence of JunB. Consistent with similar frequencies of RORγt^+^ Tregs, which are Helios^−^ (8), we observed no change in the ratio of Helios^+^ to Helios^−^ Tregs in KO mice, suggesting that JunB was not preferentially required for the maintenance of either thymus- or peripherally-derived Tregs, respectively (Supplementary Figure 2E) (3). Altogether, these data suggest that JunB plays a subset-independent, organ-specific role in Treg function.

### Reduced Expression of ICOS and PD-1 on Tregs in the Absence of JunB

Because we observed decreased expression of CD44 in JunB-deficient Tregs, we next examined the expression of additional activation markers. Inducible costimulator (ICOS) and PD-1 are preferentially expressed on eTregs and have been previously implicated in both the population maintenance and suppressive function of Tregs (22–26). Furthermore, we observed that JunB expression was significantly elevated on the PD-1^hi^ subset of eTregs in both spleen and PP (Supplementary Figure 1B), suggesting that JunB might be particularly important for the function of highly-activated eTregs. Using flow cytometry we observed a significant reduction of both ICOS and PD-1 expression in KO mice, most notably in the PP (Figures 2H,I). However, KO animals still exhibited increased ICOS expression in the PP and coLP relative to spleen and mLN, suggesting that ICOS expression is not completely dependent on JunB (Figure 2H). Taken together, these data suggested that JunB might be important in driving expression of ICOS and PD-1 or, alternatively, in maintaining a subpopulation of activated Tregs that exhibit high ICOS and PD-1 expression.

### Tfr Cells Are Critically Dependent on JunB

Tfr cells are a subset of Tregs which localize to germinal centers (GCs) and are thought to interact with both T follicular helper (Tfh) cells and GC B cells to control the processes of affinity maturation and class switch recombination (CSR) (2). Considering that high expression of ICOS and PD-1 are defining features of follicular T cells (both Tfr and Tfh), we hypothesized that reduced expression of ICOS and PD-1 in KO animals might reflect loss of Tfr cells, which are particularly abundant in the PP. Indeed, we observed a striking near-complete loss of Bcl6^+^ PD-1^hi^ Tfr cells in both the spleen and PP of KO mice, indicating that JunB is essential for the development or maintenance of the Tfr population (Figure 3A). The loss of Tfr cells did not lead to altered proportions of Tfh cells or GC B cells in the spleen and PP of KO animals, consistent with previous studies directly ablating Tfr cells (27) (Supplementary Figures 3A,B). However, we did observe a trend toward increased IgG1 CSR among GC B cells and a significant elevation of CD38^+^IgG1^+^ memory B cells in both the spleen and PP (Supplementary Figures 3C,D). This is consistent with enhanced production of IL-4—an established driver of IgG1 CSR—in KO animals (Figure 1F). Furthermore, we observed increased frequencies of IgA-bound microbes in the feces of KO mice, suggesting that secretory IgA was increased in magnitude or altered in specificity (Supplementary Figure 3E). Altogether, JunB is a critical regulator of Tfr cell differentiation or maintenance and is required for normal steady-state antibody responses, particularly in the intestine.

**Figure 3:**
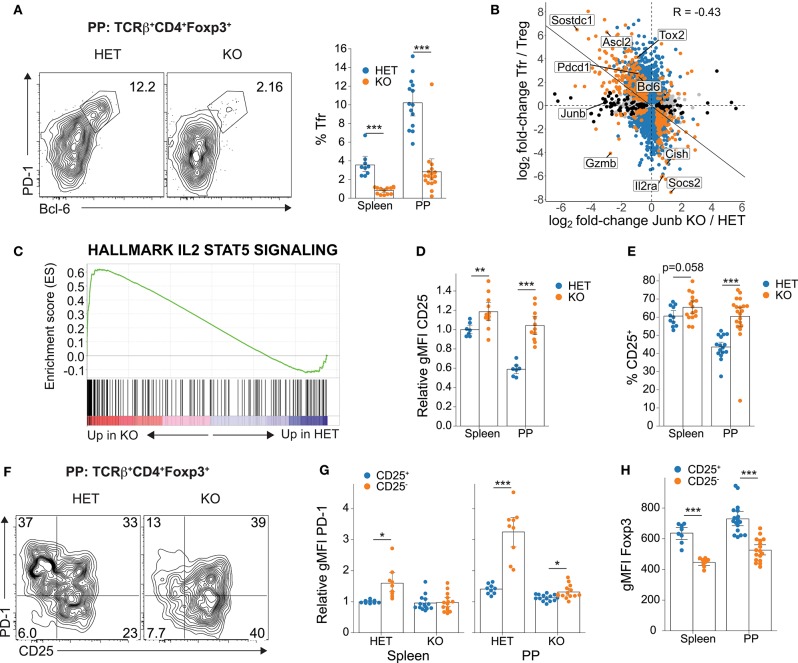
Loss of JunB selectively ablates Tfr cells and CD25^−^ Treg cells. **(A)** Representative flow cytometry plots showing PD-1^hi^Bcl-6^+^ Tfr cells (left). Summary data (right) are compiled from Tfr cells identified as either PD-1^hi^Bcl-6^+^ or PD-1^hi^CXCR5^+^ and include at least nine animals per group from five separate experiments. **(B)** Relationship between the Tfr cell transcriptome and JunB-dependent transcriptome. Orange indicates significant DE in both datasets, while blue and black indicate significant DE in Tfr and JunB datasets, respectively. A linear model was fitted to points with significant DE in at least one of the two datasets; a significant correlation was detected using the Pearson method (*p* < 2 × 10^−16^). **(C)** GSEA enrichment plot for the MSigDB Hallmarks IL-2/STAT5 signaling gene set in JunB HET vs KO RNA-seq. **(D)** Relative expression of CD25 on TCRβ^+^CD4^+^Foxp3^+^ cells (normalized to the mean gMFI for splenic Foxp3^+^ cells in HET mice from each experiment) and **(E)** percentage of CD25^+^ cells as determined by flow cytometry. Data are aggregated from at least seven mice per group from at least three independent experiments. Significance determined by Welch's *t*-test with Holm-Bonferroni correction. **(F)** Representative contour plot showing the relationship between CD25 and PD-1 expression. **(G)** Relative expression of PD-1 on CD25^+^ and CD25^−^ Treg cell subsets. Data are aggregated from at least nine mice per group from four independent experiments. Significance determined by 3-way ANOVA followed by Welch's *t*-test with Holm-Bonferroni correction. **(H)** Expression of Foxp3 on CD25^+^ and CD25^−^ subsets of TCRβ^+^CD4^+^Foxp3^+^ cells as determined by flow cytometry. Data are pooled from both HET and KO animals—at least eight per organ from two separate experiments—because ANOVA indicated no significant effect of genotype. Statistical significance determined by Welch's *t*-test with Holm-Bonferroni correction. All summary data represent mean with a bootstrapped 95% confidence interval. *p < 0.05; **p < 0.01; ***p < 0.001.

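RNA-seq was performed on sorted PP Tregs of 2 HET and 2 KO male Foxp3-YFP-cre mice. The authors trimmed the single-end reads, aligned them to GRCm38 with STAR keeping only uniquely mapped reads, and counted them on GENCODE genes with featureCounts at its default settings, which ignore strand. The deposited values are these read counts per gene, without normalization. Between 27352465 and 30281612 reads were counted per library, with a median of 29005244 in HET and 27718424.5 in KO mice. The filter and normalization of the study were kept. A total of 12224 genes with at least 1 CPM in at least 2 libraries were tested, where CPM are counts scaled to library size after normalization by the trimmed mean of M-values (TMM). Differential expression (DE) was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a false discovery rate (FDR) of 0.05. The study used edgeR's exact test, which was run as an alternative. A floor of 3 counts corresponds to between 0.0991 and 0.110 CPM in these libraries.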

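Junb (ENSMUSG00000052837.6, chromosome 8 of GRCm38 from 84974484 to 84978718; 173 of its exon bases also belong to Prdx2) was at 4752 and 5329 CPM in the HET and at 606 and 561 CPM in the KO libraries. Its mean was 5040.5 ± 407 CPM (SD, n = 2) in HET and 583 ± 31.9 CPM in KO Tregs, with a log2 fold change of -3.11 (standard error 0.116, edgeR adjusted p = 4.7e-05). DE was found for 409 genes, of which 121 were higher and 288 lower in KO Tregs. Leaving out the filter on low counts moved this number most, to 1305 of 30707 genes, and the exact test of the study gave 689 genes, 233 higher and 456 lower. After Junb, the lowest p-values belonged to Igkv8-27, Sostdc1, Slc5a1 and Scin. Igkv8-27 (ENSMUSG00000076580.3, chromosome 6 from 70171809 to 70172270), an immunoglobulin kappa variable gene, had 13 and 6 counts in the HET libraries and 1172 and 902 in the KO libraries, with a log2 fold change of 6.72 (standard error 0.278, edgeR adjusted p = 4.7e-05). Of 4 other such genes tested, 2 passed the FDR of 0.05, both lower in KO Tregs. Slc5a1 (ENSMUSG00000011034.6, chromosome 5 from 33104219 to 33162870), which encodes a glucose transporter and is expressed in intestinal epithelium, had 460 and 261 counts in HET and 1 and 1 in KO libraries (edgeR adjusted p = 0.000606). The KO libraries are under the floor, and the mean of the HET libraries was 112-fold above that floor. This bound leaves out the spread between the HET libraries, which were at 14.9 and 9.51 CPM. Scin (ENSMUSG00000002565.16, chromosome 12 from 40059769 to 40134228) averaged 19.1 ± 0.488 CPM (SD, n = 2) in HET and 139 ± 38.0 CPM in KO Tregs, with a log2 fold change of 2.86 (standard error 0.180, edgeR adjusted p = 0.000606).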

To uncover the mechanism of JunB function in PP Tregs, we next assessed JunB-dependent transcriptional changes using RNA-sequencing (RNA-seq). We observed reduced expression of numerous canonical Tfr/Tfh genes, including *Pdcd1* (PD-1), *Bcl6*, and *Ascl2* (Supplementary Figure 3F), consistent with loss of Tfr cells. 

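Each of these genes was lower in both KO than in both HET libraries. Pdcd1 (ENSMUSG00000026285.7, chromosome 1 of GRCm38 from 94038305 to 94052553) averaged 675 ± 71.7 CPM (SD, n = 2) in HET and 360.0 ± 29.3 CPM in KO Tregs, with a log2 fold change of -0.91 (standard error 0.104, adjusted p = 0.00620, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl6 (ENSMUSG00000022508.5, chromosome 16 from 23965052 to 23988852; 21 of its exon bases also belong to Gm37419) averaged 230.0 ± 23.3 CPM (SD, n = 2) in HET and 128 ± 4.02 CPM in KO Tregs, with a log2 fold change of -0.84 (standard error 0.0908, edgeR adjusted p = 0.00449). Ascl2 (ENSMUSG00000009248.6, chromosome 7 from 142966829 to 142969264) was expressed at a low level, 5.80 ± 0.935 CPM (SD, n = 2) in HET and 0.707 ± 0.370 CPM in KO Tregs, with a log2 fold change of -2.97 (standard error 0.436, edgeR adjusted p = 0.0132). Tox2 (ENSMUSG00000074607.11, chromosome 2 from 163203125 to 163324170), labelled in Fig. 3B, averaged 396 ± 46.8 CPM (SD, n = 2) in HET and 208 ± 11.3 CPM in KO Tregs, with a log2 fold change of -0.93 (standard error 0.0999, edgeR adjusted p = 0.00449). Sostdc1 (ENSMUSG00000036169.6, chromosome 12 from 36314139 to 36318452) had the largest fall of the 5 genes, from 99.8 ± 30.0 CPM (SD, n = 2) to 3.19 ± 1.32 CPM, with a log2 fold change of -4.95 (standard error 0.305, edgeR adjusted p = 0.000606). Across a list of 16 Tfr and Tfh genes, 15 were tested, 13 were lower in KO Tregs and the median log2 fold change was -0.84. Of these, 12 passed the FDR of 0.05 over all genes and 13 when adjusted over the list alone, which is not independent evidence because 5 of the listed genes are named by the study from these libraries. limma's camera test placed the list lower in KO Tregs (adjusted p = 1.0e-08 over 14 lists). Of the 7 lists past an adjusted p of 0.05 under camera in PP Tregs, 1 held under limma's rotation test fry, a list of Treg identity genes, and 0 held with an estimated correlation between genes. For the Tfr list, the adjusted p was 0.0599 under fry and 0.335 with the estimated correlation. The paper proposes that the reduced expression of Tfr and Tfh genes goes with the loss of Tfr cells, which it reports from flow cytometry.

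**Figure D1:**
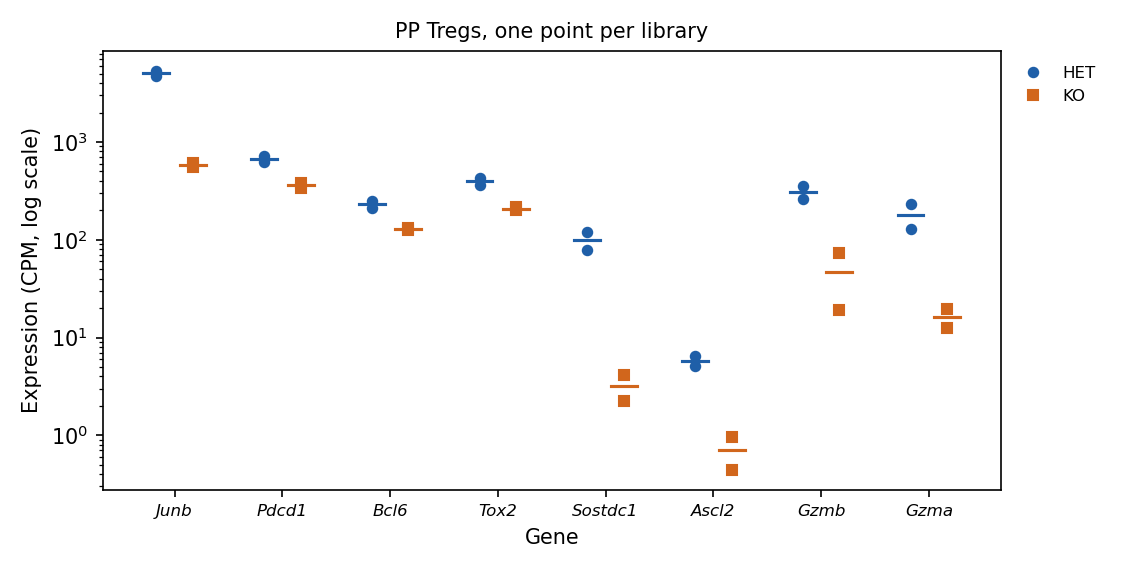
Expression of 8 genes in PP Tregs in CPM on a log scale, with 1 point per library and a line at each group's mean. The KO libraries lie under the HET libraries for all 8 genes, for example at 4.13 and 2.26 CPM against 121 and 78.6 CPM for Sostdc1.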

While Tfr constitute only 10% of PP Tregs, their complete loss in KO animals complicated the extraction of candidate JunB targets from this dataset. To this end, we compared publicly available data defining the Tfr-specific transcriptome with JunB-dependent genes in PP Tregs to identify shared and divergent transcripts (28). Unsurprisingly, we observed a strong correlation between JunB-dependent and Tfr-associated transcripts, confirming that JunB is essential for Tfr cells and that the majority of differentially-expressed (DE) genes reflected complete loss of the Tfr transcriptome (Figure 3B). However, a small number of genes were found to be JunB-dependent but not correlated with the Tfr cells, such as *Gzmb* (Granzyme B), which has been implicated as a suppressive mechanism employed by Tregs (29–31). 

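Gzmb (ENSMUSG00000015437.5, chromosome 14 of GRCm38 from 56258838 to 56262260) was at 261 and 358 CPM in the HET and at 18.9 CPM in the lower of the KO libraries of PP Tregs, both under the HET libraries. Its mean was 309 ± 68.7 CPM (SD, n = 2) in HET and 46.5 ± 38.9 CPM in KO Tregs, with a log2 fold change of -2.73 (standard error 0.505, adjusted p = 0.0287, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 KO libraries differed, and the log2 fold change was -4.01 without KO replicate 1 and -2.05 without KO replicate 2.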

Importantly, despite the significant decrease in ICOS expression observed in KO PP Tregs, we found no evidence of reduced *Icos* transcription by RNA-seq (Supplementary Figure 3G), indicating that *Icos* is not a direct transcriptional target of JunB in Tregs. 

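Icos (ENSMUSG00000026009.14, chromosome 1 of GRCm38 from 60977927 to 61000320) averaged 1153 ± 84.4 CPM (SD, n = 2) in HET and 1133 ± 18.2 CPM in KO Tregs, with a log2 fold change of -0.02 (standard error 0.0928, adjusted p = 0.957, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, with 1093 and 1212 CPM in HET and 1120.5 and 1146 CPM in KO libraries. The sign of this small difference rested on 1 library, since the log2 fold change was 0.05 without HET replicate 2. None of the 8 other tests run on Icos gave an adjusted p under 0.05 (from 0.943 to 1 over edgeR and DESeq2 settings).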

Taken together, these data demonstrate a novel and essential role for JunB in Tfr cells.

### JunB Is Essential for Maintenance of CD25^−^ Tregs

To determine whether the essential role for JunB in Tregs might be due to regulation of a critical signaling pathway or cellular function, we performed gene-set enrichment analysis (GSEA) on the JunB-dependent transcriptome. Surprisingly, the dominant gene signature was an increase in the IL-2/STAT5 signaling pathway, with leading-edge genes including the SOCS-family members *Cish* and *Socs2*, as well as the IL-2 receptor α chain (*Il2ra;* CD25) (Figures 3B,C). This was particularly intriguing because—despite the long-recognized importance of IL-2 signaling for the development, maintenance, and function of Tregs—recent evidence has established that Tfr cells are uniquely IL-2-independent, express low levels of CD25, and are inhibited by high levels of IL-2 (28, 32, 33). 

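Cish (ENSMUSG00000032578.7, chromosome 9 of GRCm38 from 107296026 to 107302784; 740 of its exon bases also belong to Gm17041 or Gm17040) averaged 195 ± 1.27 CPM (SD, n = 2) in HET and 397 ± 8.31 CPM in KO Tregs, with a log2 fold change of 1.02 (standard error 0.0748, adjusted p = 0.00107, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Socs2 (ENSMUSG00000020027.18, chromosome 10 from 95385362 to 95417180) was higher in both KO than in both HET libraries, averaging 53.6 ± 2.29 CPM (SD, n = 2) in HET and 129.7 ± 5.76 CPM in KO Tregs, with a log2 fold change of 1.27 (standard error 0.0871, edgeR adjusted p = 0.000820). Il2ra (ENSMUSG00000026770.5, chromosome 2 from 11642807 to 11693193) averaged 470.3 ± 10.9 CPM (SD, n = 2) in HET and 782 ± 140.4 CPM in KO Tregs, with a log2 fold change of 0.73 (standard error 0.123, edgeR adjusted p = 0.0199). The Hallmark gene sets of the study were not used here. A list of 24 IL-2 and STAT5 target genes written for the re-analysis had a median log2 fold change of 0.35, with 18 genes higher and 6 lower in KO Tregs. Over all genes, 8 of them passed the FDR of 0.05, and 17 did so adjusted over the list alone. The list includes the 3 genes above and Icos, which the study names from these libraries, so the second count is not independent evidence. The list was higher under limma's camera test (adjusted p = 2.3e-06), with an adjusted p of 0.0599 under fry and of 0.335 with an estimated correlation between genes.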

Assessment of CD25 expression revealed a striking elevation in both the level of CD25 protein and the percentage of CD25^+^ Tregs in KO mice (Figures 3D,E), demonstrating a marked loss of the CD25^−^ Treg population that encompasses Tfr cells. Because we observed inflammatory cytokine dysregulation in KO mice, we considered that CD25 upregulation could be driven by STAT5 signaling resulting from increased IL-2 production by activated CD4^+^ T cells. However, we failed to observe an increase in IL-2-expressing T cells in the spleen or PP (Supplementary Figure 3H), suggesting that this was not a contributor to the loss of CD25^−^ Tregs. Importantly, we noted that CD25^−^ Tregs displayed elevated expression of both PD-1 (Figures 3F,G) and ICOS (Supplementary Figures 3I,J), indicating that reduced ICOS and PD-1 expression on KO Tregs reflected loss of the CD25^−^ Treg population. Overall, these data demonstrate a critical role for JunB in the maintenance of CD25^−^ Tregs and, consequently, Tfr cells.

### Treg Lineage Stability Is Not Influenced by JunB

Next, we sought to explain the unique dependence of CD25^−^ Tregs on JunB. Consistent with previous reports (32, 34), we noted that CD25^−^ Tregs displayed reduced expression of Foxp3, the lineage-defining TF for Tregs (Figure 3H). Considering our previous work demonstrating that Th17 cell identity is JunB-dependent, we reasoned that low Foxp3 expression might render CD25^−^ Tregs particularly prone to lineage instability (i.e., loss of Foxp3), which was previously shown for PP Tregs (35) and could potentially result in their conversion to pathogenic “ex-Treg” effectors. To this end, we attempted a lineage-tracing experiment by crossing *Junb Foxp3*^*YFP*−*cre*^mice to those bearing a *Rosa26*^*STOP*-*ZsGreen*^ allele (36) such that cells that have expressed *Foxp3* are permanently labeled with ZsGreen. To our surprise, the vast majority of animals born from these crosses developed visibly green skin and internal organs, indicating germline recombination at the *Rosa* locus (data not shown). In the small number of animals obtained that were not visibly green, we identified widespread promiscuous Cre activity affecting ~10–30% of all hematopoietic lineages, with further increases in CD4^+^ Foxp3^−^ cells (Supplementary Figure 4A). Additionally, we identified deleted *Junb* alleles in Cre^−^ offspring from *Foxp3*^*YFP*-*cre*^ breedings (data not shown). Overall, this indicated that *Junb* was spontaneously deleted in the germline of *Foxp3*^*YFPcre*^-bearing dams and is consistent with several previous reports indicating promiscuous activation of *Foxp3*-driven Cre recombinase, including *Foxp3*^*YFPcre*^ (37, 38).

To circumvent these complications, we bred *Junb* floxed mice to *Foxp3*^*EGFP*-*cre*-*ERT*2^ (36) and *Rosa26*^*STOP*-*ZsGreen*^ mice to generate *Junb*^*F*/+^ *Foxp3*^*EGFP*-*cre*-*ERT*2^ *Rosa26*^*STOP*-*ZsGreen*^ (iHET) and *Junb*^*F*/*F*^ *Foxp3*^*EGFP*-*cre*-*ERT*2^ *Rosa26*^*STOP*-*ZsGreen*^ (iKO) mice which delete *Junb* and activate ZsGreen expression in Foxp3-expressing cells only in the presence of tamoxifen. We then evaluated Treg stability by assessing the proportion of TCRβ^+^CD4^+^ZsGreen^+^ cells that lost Foxp3 expression 14 days after administration of tamoxifen by oral gavage. Despite robust labeling efficiency (Supplementary Figure 4B), we observed no significant change in the proportion of ZsGreen^+^ cells that lost Foxp3 expression in treated iKO vs. iHET mice (Figure 4A), indicating that JunB is not required for Treg lineage stability. While we did observe a small increase in Foxp3^−^ cells among ZsGreen^+^ cells in the colon, this change was not statistically significant and likely reflects enrichment of the normally present ex-Treg population due to the decrease in Treg frequencies in this organ (Figure 4B). Importantly, JunB depletion did not affect the frequency of ex-Tregs in the PP (Figure 4A)—which normally hosts a large CD25^−^ Treg population—confirming that loss of CD25^−^ Tregs in the absence of JunB is not due to Treg lineage instability.

**Figure 4:**
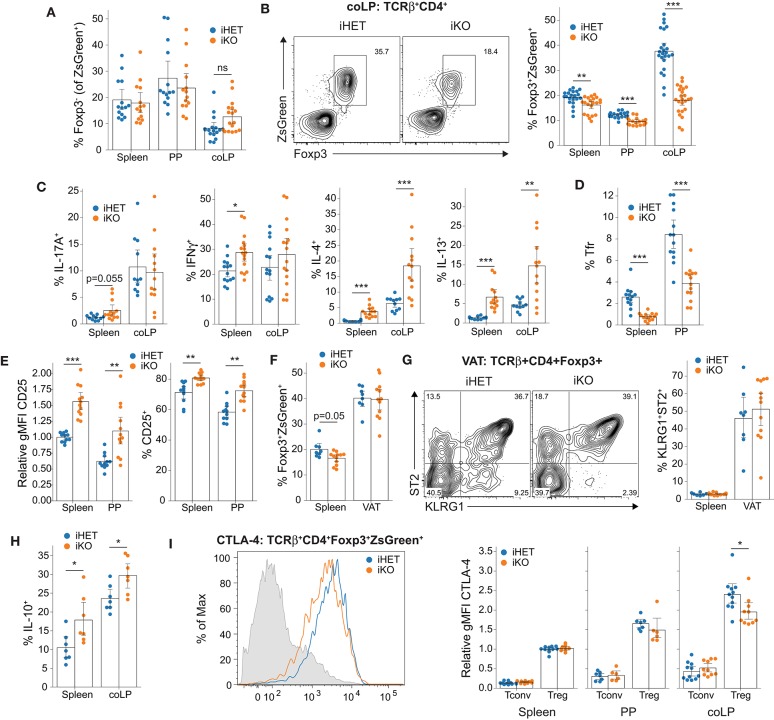
JunB does not influence Treg stability but is continuously required for select Treg functions. **(A)** Treg cell stability, determined as frequency of Foxp3^−^ cells among labeled TCRβ^+^CD4^+^ZsGreen^+^ cells 14 days after tamoxifen-induced *Junb* deletion. Data are aggregated from at least 14 mice from seven independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(B)** Representative flow cytometry plots (left) and summary statistics (right) showing frequency of Foxp3^+^ZsGreen^+^ Treg cells among TCRβ^+^CD4^+^ cells following tamoxifen-induced deletion of *Junb*. Data are aggregated from at least 17 mice from eight independent experiments. Statistical testing by two-way ANOVA identified a significant organ:genotype interaction and was followed by Welch's *t*-test with Holm-Bonferroni correction. **(C)** Frequency of TCRβ^+^CD4^+^ZsGreen^−^ cells expressing the indicated cytokines 14 days after tamoxifen administration. Data are aggregated from at least seven mice per group from four independent experiments. Significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(D)** Frequency of PD-1^hi^Bcl-6^+^ Tfr cells among TCRβ^+^CD4^+^Foxp3^+^ZsGreen^+^ cells. Data are aggregated from at least 13 mice per group from six independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(E)** Relative expression of CD25 (left) and frequency of CD25^+^ cells (right) among TCRβ^+^CD4^+^Foxp3^+^ZsGreen^+^ Treg cells. Data are aggregated from at least 11 mice per group from five separate experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(F)** Frequency of Foxp3^+^ZsGreen^+^ Treg cells among TCRβ^+^CD4^+^ cells in the spleen and VAT of 14–16 week old male mice. Data are aggregated from at least eight mice per group from three independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(G)** Representative contour plots (left) and summary statistics (right) showing the frequency of TCRβ^+^CD4^+^Foxp3^+^ZsGreen^+^ displaying the characteristic VAT Treg phenotype. Data are aggregated from at least eight mice per group from three independent experiments. **(H)** Frequency of TCRβ^+^CD4^+^ZsGreen^+^ cells expressing IL-10. Data are aggregated from seven mice per group from two independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(I)** Representative histogram showing CTLA-4 expression in Tregs from iHET and iKO mice compared to splenic CD4^+^Foxp3^−^ cells in gray (left) and summary data (right) showing expression of CTLA-4 as determined by flow cytometry, normalized to the gMFI of splenic Treg cells from iHET mice for each experiment. Data are aggregated from at least six mice per group from three independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. All summary data represent mean with a bootstrapped 95% confidence interval. *p < 0.05; **p < 0.01; ***p < 0.001.

### Continuous Expression of JunB Is Required to Maintain Treg Homeostasis

Given that JunB plays important roles in conventional CD4^+^ T cells and that homozygous germline deletion of *Junb* results in embryonic lethality through non-immunological mechanisms (39), we considered that our previous findings using *Foxp3*^*YFPcre*^ might be confounded by promiscuous deletion of *Junb*. Therefore, we sought to confirm these observations using tamoxifen-induced deletion in iHET and iKO mice. This model system also allowed us to evaluate whether the requirement for JunB in Tregs was continuous or transient, because *Junb* was deleted in mature Tregs rather than during initial Treg differentiation. Surprisingly, only two weeks after initiating deletion of *Junb*, we observed complete recapitulation of the JunB-dependent defect in colonic Treg proportions (Figure 4B); however, we also observed a small but statistically-significant reduction in Treg frequencies in the spleen and PP (Figure 4B), suggesting that time-dependent compensatory mechanisms may have obscured this difference in *Foxp3*^*YFPcre*^mice. Interestingly, unlike the *Foxp3*^*YFPcre*^ phenotype, we observed that numbers of both Tregs (Supplementary Figure 4C) and total cells (Supplementary Figure 4D) were the same in iHET and iKO animals, rather than increased, the latter suggesting that inflammatory infiltration was less pronounced at short intervals following deletion. The observed change in Treg frequencies is likely due to expansion of conventional T cells in iKO animals, rather than loss of Treg cells, because analysis of Ki-67 expression demonstrated increased conventional T cell proliferation in iKO animals but no change in the fraction of proliferating Tregs (Supplementary Figure 4E). These data confirm that JunB is essential to maintain normal colonic Treg proportions, likely by facilitating suppression of inflammatory T cell proliferation and accumulation.

As in KO *Foxp3*^*YFPcre*^ mice, we observed a consistent elevation in IL-4 and IL-13 expression among CD4^+^ T cells in iKO mice, with variable expression of both IL-17A and IFNγ (Figure 4C). Similarly, eTreg frequencies and CD44 expression were also reduced to a comparable degree (Supplementary Figure 4F). Although iKO mice displayed a small decrease in RORγt^+^ Tregs in the colon (Supplementary Figure 4G), we no longer observed increased ST2^+^ Treg frequencies in the spleen and PP (Supplementary Figure 4H), suggesting that this was a response to prolonged inflammation in KO *Foxp3*^*YFPcre*^ mice. Inducible *Junb* deletion recapitulated the major reduction in Tfr cell frequencies (Figure 4D) and increased CD25 expression (Figure 4E), again despite no increase in IL-2 expression by CD4^+^ T cells in iKO compared to iHET mice (Supplementary Figure 4I). Interestingly, we did not observe a change in ICOS expression in the spleens of iKO mice—only in the PP—further supporting that *Icos* is not a direct transcriptional target of JunB (Supplementary Figure 4J). Although we failed to observe a significant decrease in PD-1 expression in iKO mice, there did appear to be a trend toward reduced expression (Supplementary Figure 4K). Overall, these data confirm a consistent and continuous role for JunB in the maintenance of colonic T cell homeostasis, Treg abundance, CD25^−^ Tregs and Tfr cells.

### JunB Is Not Required for Adipose-Resident Tregs

Tregs that reside in the VAT are among the best-studied tissue-resident Treg populations. Previous data have shown that VAT Tregs require the transcription factors BATF and IRF4 (9)—two major binding partners of JunB in CD4^+^ T cells (40–42)—suggesting that JunB could be important in VAT Tregs. Furthermore, the loss of tissue-resident Treg homeostasis in the colon suggested that JunB might be generally important for tissue-resident Tregs; however, the reduced weight of KO *Foxp3*^*YFP*-*cre*^ mice resulted in animals with abnormally low body fat, precluding the isolation of VAT lymphocytes. To circumvent this limitation, we administered tamoxifen to healthy 14–16-week-old male iHET and iKO mice and analyzed VAT-resident Tregs 14 days later. Despite consistent impairment of the colonic Treg population using this model, we observed no apparent change in the frequency of Tregs within the VAT of iKO mice (Figure 4F). Furthermore, despite a high degree of variability in the data, it was clear that JunB was not required to maintain the characteristic KLRG1^+^ST2^+^ VAT Treg phenotype (Figure 4G). Therefore, the requirement for JunB in tissue Treg homeostasis is not universal, and differs based on the tissue in question.

### Expression of Canonical Suppressive Genes Is Largely JunB-Independent

Altogether, the data strongly implicated JunB in the selective maintenance of Treg-mediated immune homeostasis in the intestine; however, the transcriptional targets of JunB underlying this requirement remained unclear. Tregs employ several distinct mechanisms to negatively-regulate immune responses, including competitive consumption of IL-2 (via CD25), secretion of anti-inflammatory cytokines (e.g., IL-10, IL-35, TGF-β), contact-dependent inhibition of antigen presenting cell (APC) function (e.g., CTLA-4, LAG-3), production of immunosuppressive adenosine (CD39 and CD73), and direct cytolysis of APCs and effector T cells (e.g., Granzyme A/B) (29–31, 43, 44). Because of the strong increase in CD25 expression, we considered defective IL-2 consumption unlikely to explain the JunB-dependent defect in Treg function; however, alternative mechanisms remained to be explored. 

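In the 4 libraries of PP Tregs from HET and KO mice, Ebi3 (ENSMUSG00000003206.6, chromosome 17 of GRCm38 from 55952640 to 55957022; 270 of its exon bases also belong to Gm16712) averaged 37.2 ± 3.83 CPM (SD, n = 2) in HET and 65.2 ± 4.39 CPM in KO Tregs, with a log2 fold change of 0.81 (standard error 0.118, adjusted p = 0.0133, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgfb1 (ENSMUSG00000002603.15, chromosome 7 from 25687002 to 25705077) averaged 291 ± 21.9 CPM (SD, n = 2) in HET and 379 ± 19.4 CPM in KO Tregs, with a log2 fold change of 0.38 (standard error 0.0877, edgeR adjusted p = 0.0638). With edgeR's exact test, the test of the study, the adjusted p of Tgfb1 was 0.0175, and across 8 alternative tests it lay between 0.000821 and 0.0700. Entpd1 (ENSMUSG00000048120.16, chromosome 19 from 40612366 to 40741602) averaged 65.9 ± 1.26 CPM (SD, n = 2) in HET and 85.5 ± 6.23 CPM in KO Tregs, with a log2 fold change of 0.38 (standard error 0.0958, edgeR adjusted p = 0.0892). Of 8 alternative edgeR and DESeq2 tests, 3 gave Entpd1 an adjusted p under 0.05 (range 0.0152 to 0.109). Nt5e (ENSMUSG00000032420.8, chromosome 9 from 88327197 to 88372092) averaged 1624 ± 61.5 CPM (SD, n = 2) in HET and 1413 ± 18.3 CPM in KO Tregs, with a log2 fold change of -0.20 (standard error 0.0898, edgeR adjusted p = 0.377). Lag3 (ENSMUSG00000030124.2, chromosome 6 from 124904361 to 124911705) averaged 113 ± 24.1 CPM (SD, n = 2) in HET and 85.8 ± 0.401 CPM in KO Tregs, with a log2 fold change of -0.40 (standard error 0.135, edgeR adjusted p = 0.204). Lag3 passed the FDR of 0.05 in 2 of the 8 alternative tests, with adjusted p-values from 0.00551 to 0.212. Its log2 fold change depended on single libraries, at -0.16 without HET replicate 1 and -0.60 without HET replicate 2. Over a list of 10 suppressive genes that the study discusses, 4 passed the FDR of 0.05 over all genes. Of these, Gzma and Gzmb were lower and Ebi3 and Il2ra higher in KO Tregs. Adjusted over the list alone 8 passed, which is not independent evidence since the study discusses them from these libraries. The list had 6 genes higher and 4 lower in KO Tregs, and was not shifted as a whole under limma's camera test (adjusted p = 0.267).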

Further analysis of the PP RNA-seq dataset suggested that the majority of Treg suppressive genes were not JunB-dependent, including both secreted [IL-10, IL-35 (*Ebi3*), TGF-β] and membrane-bound mediators [CTLA-4, CD39 (*Entpd1*), CD73 (*Nt5e*), and LAG-3] (Supplementary Figure 4L). Interestingly, Granzyme A (*Gzma*) and Granzyme B (*Gzmb*) were both highly expressed and highly JunB-dependent suggesting a potential role for JunB in facilitating suppression through Treg-mediated cytolysis (Figure 3B, and Supplementary Figures 3F,L).

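Gzma (ENSMUSG00000023132.8, chromosome 13 of GRCm38 from 113093825 to 113100981) was at 128 and 230.5 CPM in the HET and at 19.6 and 12.6 CPM in the KO libraries of PP Tregs. It averaged 179 ± 72.3 CPM (SD, n = 2) in HET and 16.1 ± 4.96 CPM in KO Tregs, with a log2 fold change of -3.47 (standard error 0.301, adjusted p = 0.00185, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the tested genes, ranked by mean expression in HET Tregs, Gzma stood above 90.0% and Gzmb above 95.3% of them. In a list of 12 other transcripts of cytotoxic lymphocytes, 9 were tested and 7 were lower in KO Tregs, with a median log2 fold change of -0.60 and a range from -2.08 for Ccl5 to 1.90 for Eomes.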

Because IL-10 and CTLA-4 are among the most important and well-explored suppressive mechanisms used by intestinal Tregs (3), we further evaluated their expression by flow cytometry in tamoxifen-treated iHET and iKO mice. Aligned with results from RNA-seq, we observed a small increase in the frequency of Tregs expressing IL-10, confirming that JunB is not required for *Il10* expression and that JunB-deficient Tregs were able to respond to altered homeostasis by upregulating select suppressive functions (Figure 4H and Supplementary Figure 4L). However, despite no change in *Ctla4* mRNA expression by RNA-seq (Supplementary Figure 4L), we did observe a small decrease in total CTLA-4 protein in Tregs from iKO animals, suggesting JunB may influence CTLA-4 expression indirectly (Figure 4I). Nevertheless, *Junb*-deficient Tregs still expressed large amounts of CTLA-4 relative to non-Tregs (Figure 4I), and neither JunB-KO nor JunB-iKO mice showed evidence of the fatal lymphoproliferative disease that occurs following Treg-specific ablation of CTLA-4 (45). This suggested that reduced CTLA-4 expression was a minimal contributor to the immune dysregulation following JunB ablation in Tregs. 

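In the RNA-seq of PP Tregs, Il10 (ENSMUSG00000016529.5, chromosome 1 of GRCm38 from 131019845 to 131024974) averaged 439.6 ± 9.29 CPM (SD, n = 2) in HET and 564 ± 26.0 CPM in KO Tregs, with a log2 fold change of 0.36 (standard error 0.0817, adjusted p = 0.0602, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both KO libraries were above both HET libraries. The exact test of the study gave Il10 an adjusted p of 0.0176, and over the 8 alternative edgeR and DESeq2 tests it lay between 0.00109 and 0.0694, under 0.05 in 4 of them.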

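Ctla4 (ENSMUSG00000026011.13, chromosome 1 of GRCm38 from 60887000 to 60915832) averaged 3287 ± 507 CPM (SD, n = 2) in HET and 3901 ± 288 CPM in KO Tregs. Its difference was a log2 fold change of 0.25 (standard error 0.131, adjusted p = 0.477, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change lay between 0.09 without HET replicate 1 and 0.41 without HET replicate 2. Across 8 alternative edgeR and DESeq2 tests, the adjusted p stayed between 0.0564 and 0.540.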

Taken together, these results demonstrate that the majority of Treg effector molecules show JunB-independent expression, whereas *Gzma* and *Gzmb* appear to be highly JunB-dependent.

### JunB Controls Expression of Metabolic Genes in CD25^−^ PP Tregs

Despite extensive characterization of the cellular phenotype resulting from Treg-specific JunB deficiency, the direct transcriptional targets of JunB underlying these effects remained unclear. A major challenge in distinguishing direct transcriptional targets from collateral effects was the dominant influence of Tfr cell loss on the PP RNA-seq data, as well as likely confounding effects of the ongoing inflammatory response. We reasoned that short-term, inducible deletion of JunB using the *Foxp3*^*EGFP*-*cre*-*ERT*2^ system would circumvent both population loss and inflammation-induced transcriptional changes, thereby allowing us to identify direct transcriptional targets of JunB using RNA-seq. Although we observed reduced colonic Treg frequencies and aberrant cytokine responses 14 days after tamoxifen-induced JunB deletion (Figures 4B,C), by 7 days post-tamoxifen administration we noted that colonic Treg proportions appeared normal, despite complete absence of JunB protein (Supplementary Figures 5A,B). Therefore, we sorted the JunB-dependent CD25^−^TCRβ^+^CD4^+^*Foxp3*^EGFP+tdTomato+^ Treg population from the PP of *Junb*^*F*/+^ *Foxp3*^*EGFP*-*cre*-*ERT*2^ *Rosa26*^*STOP*-*tdTomato*^or *Junb*^*F*/*F*^ *Foxp3*^*EGFP*-*cre*-*ERT*2^ *Rosa26*^*STOP*-*tdTomato*^ mice 7 days after tamoxifen administration for analysis by RNA-seq. 

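Libraries came from 2 iHET and 2 iKO mice, with number 1 male and number 2 female in both genotypes. Mice received 3 gavages of 8 mg tamoxifen on days 0, 1 and 3, and cells were collected on day 7. The authors sequenced these libraries paired-end, left out the reverse read because of adapter sequence, and otherwise trimmed, aligned and counted as for the PP Tregs of Foxp3-YFP-cre mice. Raw counts per library were between 26274861 and 31740992, with a median of 27279988.5 in iHET and 29007926.5 in iKO mice. At least 1 CPM in at least 2 libraries was required, which left 17079 genes, and the 2 genotypes were compared without a further term. Junb was at 5872 and 4438 CPM in the iHET and at 941 and 960.1 CPM in the iKO libraries. It had the lowest p-value of all genes, with a log2 fold change of -2.44 (standard error 0.173, adjusted p = 0.0940, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of Junb was 7.7e-20 under the exact test of the study, and between 6.5e-44 and 0.446 over 9 alternatives.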

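In CD25- PP Tregs of iKO against iHET mice, 0 genes passed the FDR of 0.05 under edgeR's quasi-likelihood test, and 618 had an unadjusted p under 0.05, which is 3.62% of the genes tested. The alternative that moved this number most was to leave out the filter on low counts, which gave 232 genes among 42641. With edgeR's exact test, the test of the study, 43 genes had an FDR under 0.05, of which 5 were higher and 38 lower in iKO Tregs. DESeq2 gave 35 genes. The biological coefficient of variation was 25.8% here and 14.9% in PP Tregs of HET and KO mice.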

Surprisingly, our approach effectively reduced the number of DE genes from over 800 in the *Foxp3*^*YFP*-*cre*^ PP dataset to just 44 in CD25^−^ PP Tregs with particular sensitivity to JunB (FDR < 0.05; Figure 5A).

**Figure 5:**
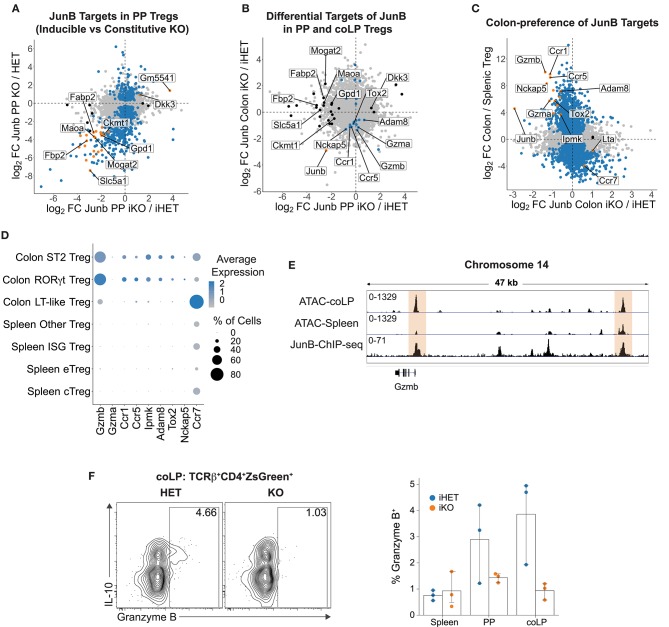
Control of the colonic Treg gene expression program by JunB. **(A)** Comparison of DE in CD25^−^ PP Treg from iHET vs. iKO mice (x-axis) and DE in PP Tregs from HET vs. KO mice (y-axis). Genes are colored by significance (FDR < 0.05) in both datasets (orange), only iKO vs. iHET Tregs (black), or only HET vs. KO Tregs (blue). **(B)** Comparison of DE in CD25^−^ PP Treg (x-axis) vs. colonic Tregs (y-axis) from iHET vs. iKO mice. Genes are colored by significance (FDR < 0.05) in both datasets (orange), only JunB-iKO/iHET CD25^−^ PP Tregs (black), or only JunB-iKO/iHET colonic Tregs (blue). **(C)** Comparison of DE in colonic Tregs from iHET vs. iKO mice (x-axis) with Immgen DE comparing colonic vs. splenic Tregs (y-axis). Genes are colored by significance (FDR < 0.05) in both datasets (orange), only JunB-iKO/iHET colonic Tregs (black), or only colonic/splenic Tregs (blue). **(D)** Dot plot summarizing scRNA-seq data showing both average expression levels (color) and frequency of cells (size) expressing JunB-dependent genes among the indicated splenic and colonic Treg populations. Cells identities were assigned based on the expression of canonical markers or sets of related genes [(LT; lymphoid tissue), (ISG; interferon-stimulated genes)]. **(E)** Chromatin accessibility and binding of JunB at the *Gzmb* locus. ATAC-seq data shows RPKM-normalized signal values for colonic or splenic Tregs; ChIP-seq shows RPKM-normalized signal for JunB binding in cultured Th17 cells. **(F)** Expression of Granzyme B in colonic Tregs. Data show three mice per group from one experiment. Representative contour plots gated on colonic Tregs (left) and summary data (right) from one experiment. All summary data represent mean with a bootstrapped 95% confidence interval.

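The log2 fold changes of KO against HET in PP Tregs and of iKO against iHET in CD25- PP Tregs were compared across the 11999 genes tested in both experiments, which share no libraries. Pearson's r across genes was 0.248 and Spearman's rho was 0.00831, and 49.2% of the genes changed in the same direction. Genes are not independent replicates, so no p-value is given. For the 11725 genes with at least 10 counts in every library, r was 0.0771. Among the 665 genes with an FDR under 0.05 in either experiment by the exact test of the study, r was 0.519 and 375 changed in the same direction, 220 of them lower and 155 higher in both. Of the 24 genes with such an FDR in the CD25- PP comparison, 22 changed in the same direction, 20 of them lower.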

Comparison of the JunB-dependent transcripts identified in total PP Tregs from *Foxp3*^*YFP*-*cre*^ mice with those identified following short-term inducible *Junb* deletion showed a coordinated trend toward reduced expression of many genes, despite only a portion of them reaching statistical significance (Figure 5A). Interestingly, of the genes significantly DE in both datasets, we observed that many of them were related to metabolism—though with unexplored relevance in T lymphocytes—suggesting that JunB might be important for maintaining metabolic fitness in CD25^−^ Treg cells (Figure 5A). This was further supported by GSEA, which identified four metabolic pathways as significantly underrepresented in JunB-deficient PP Tregs (Supplementary Figure 5C). 

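The PP and CD25- PP comparisons shared 0 genes under the quasi-likelihood test and 37 at an unadjusted p under 0.01 in both. Under the exact test of the study they shared 20 genes, against 1.32 from chance, and all 20 changed in the same direction, 18 lower and 2 higher. Fig. 5A labels 7 metabolic genes, Fabp2, Slc5a1, Ckmt1, Gpd1, Mogat2, Maoa and Fbp2, which the study called from these same libraries and which were all lower in iKO Tregs. Fabp2 (ENSMUSG00000023057.5, chromosome 3 of GRCm38 from 122895072 to 122899506) averaged 47.4 ± 9.56 CPM (SD, n = 2) in iHET and 7.57 ± 4.11 CPM in iKO Tregs, with a log2 fold change of -2.65 (standard error 0.392, adjusted p = 0.869, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the exact test of the study, the adjusted p of Fabp2 was 3.7e-06, and over 9 alternatives it ranged from 4.0e-29 to 1. Maoa (ENSMUSG00000025037.6, chromosome X from 16619698 to 16687818) averaged 11.6 ± 4.45 CPM (SD, n = 2) in iHET and 1.88 ± 0.434 CPM in iKO Tregs, with a log2 fold change of -2.60 (standard error 0.385, edgeR adjusted p = 0.869). Fbp2 (ENSMUSG00000021456.8, chromosome 13 from 62836877 to 62858422) averaged 4.65 ± 1.96 CPM (SD, n = 2) in iHET and 0.468 ± 0.0649 CPM in iKO Tregs, with a log2 fold change of -3.22 (standard error 0.512, edgeR adjusted p = 0.869). Ckmt1 (ENSMUSG00000000308.14, chromosome 2 from 121357714 to 121363737; 10 exon bases shared with Strc) averaged 25.7 ± 3.59 CPM (SD, n = 2) in iHET and 7.52 ± 3.14 CPM in iKO Tregs, with a log2 fold change of -1.77 (standard error 0.318, edgeR adjusted p = 0.999). Gpd1 (ENSMUSG00000023019.12, chromosome 15 from 99717515 to 99725005; 384 exon bases shared with Gm16537) was at 19.1 and 15.0 CPM in iHET and 2.63 and 6.02 CPM in iKO libraries, a log2 fold change of -1.97. Mogat2 (ENSMUSG00000052396.7, chromosome 7 from 99219084 to 99238619; 55 exon bases shared with Gm45012) and Slc5a1 had log2 fold changes of -2.51 and -2.94. Without iKO replicate 1 and without iKO replicate 2, that of Slc5a1 was -2.16 and -4.70. In the same order it was -1.88 and -3.40 for Mogat2, -1.48 and -2.67 for Gpd1, -2.16 and -3.32 for Fabp2 and -1.39 and -2.26 for Ckmt1. Maoa and Fbp2 moved most with the iHET libraries, to -2.16 and -2.72 without iHET replicate 1 and to -2.97 and -3.60 without iHET replicate 2. The exact test gave all 7 genes an FDR under 0.05, and DESeq2 did so for all but Slc5a1. Leaving out the filter on low counts also did so for all 7, but adds little support. In that fit, the quasi-likelihood test gave Fabp2 an unadjusted p of 9.5e-33, against 0.000420 with the filter. Its log2 fold change was -2.65 in both.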

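The same libraries differed in transcripts of intestinal epithelial cells. A list of 36 such genes, none of them among the 7 metabolic genes, summed to 1175 and 596 CPM in the iHET and to 400.1 and 475 CPM in the iKO libraries, before TMM normalization. The 7 metabolic genes summed to 172 and 139 CPM in iHET and to 16.9 and 40.0 CPM in iKO Tregs. Higher in both experiments were Dkk3 and Gm5541. Dkk3 (ENSMUSG00000030772.6, chromosome 7 of GRCm38 from 112116017 to 112159057) averaged 10.0 ± 0.533 CPM (SD, n = 2) in iHET and 23.9 ± 3.84 CPM in iKO Tregs, with a log2 fold change of 1.25 (standard error 0.202, adjusted p = 0.869, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm5541 (ENSMUSG00000103406.1, chromosome 3 from 93628640 to 93629752) is annotated as an unprocessed pseudogene, whose reads can be shared with its parent gene, and was at 1.38 and 0.294 CPM in iHET and 4.17 and 19.3 CPM in iKO libraries. Of the genes significantly DE in both datasets, the paper points to those related to metabolism and proposes that JunB maintains metabolic fitness in CD25- Tregs.

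**Figure D2:**
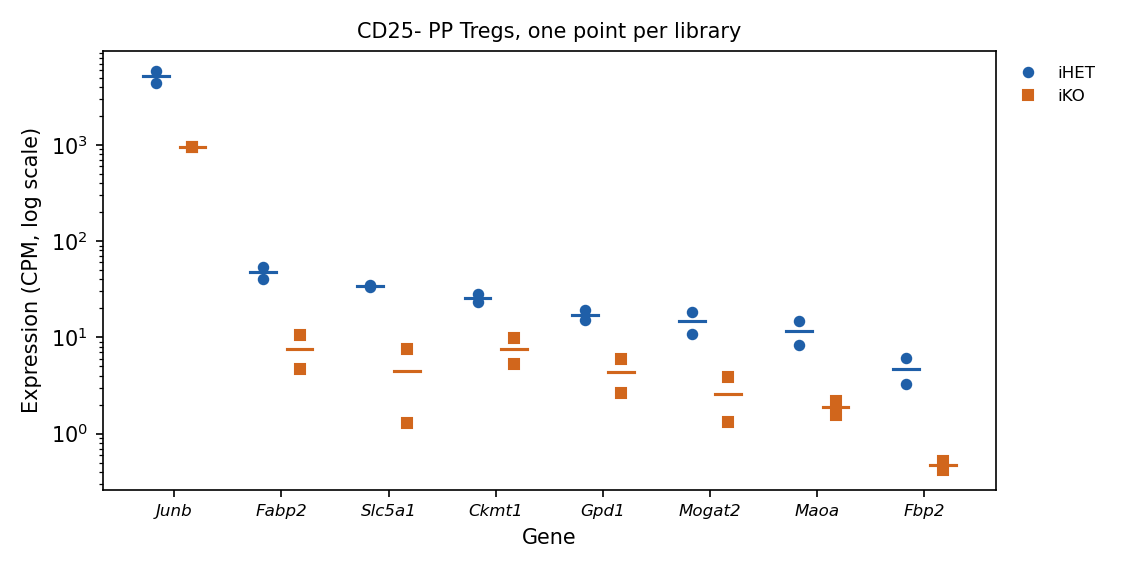
Expression of Junb and of 7 metabolic genes in CD25- PP Tregs in CPM on a log scale, with 1 point per library and a line at each group's mean. Every iKO library lies under both iHET libraries, for example at 4.66 and 10.5 CPM against 54.1 and 40.6 CPM for Fabp2.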

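The Hallmark sets of this GSEA were not used here, and shorter lists took their place. Of 89 tested genes of oxidative phosphorylation, 66 were lower and 23 higher in iKO CD25- PP Tregs, with a median log2 fold change of -0.08. The median difference was -0.14 between the libraries numbered 1 and -0.01 between those numbered 2. limma's camera test placed this list lower (adjusted p = 0.0168), with adjusted p-values of 0.522 under fry and 0.570 with an estimated correlation between genes. Ribosomal protein genes, which are also short and abundant, had a median of -0.05, and 47 of 72 were lower. The 20 genes of fatty acid oxidation had a median of 0.01, with 9 lower and 11 higher (limma camera, adjusted p = 0.608). Glycolysis genes had a median of -0.01 over 17 genes (limma camera, adjusted p = 0.467). In these 3 lists, 0 genes passed the FDR of 0.05 over all genes and 0 adjusted over the list alone, while 4, 2 and 0 had an unadjusted p under 0.05. Of the 8 lists past an adjusted p of 0.05 under camera in this comparison, 0 held under fry or with the estimated correlation.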

Notably, these included oxidative and fatty acid metabolism, which are unusually important in Tregs relative to other CD4^+^ T cells (46). Interestingly, GSEA of RNA-seq data comparing Tfr and Treg cells (28) demonstrated that both oxidative and glycolytic metabolism were among the top pathways distinguishing these cells, suggesting that Tfr cells are highly metabolic relative to other Tregs and may therefore be uniquely susceptible to metabolic impairment (Supplementary Figure 5D). These data are aligned with reports demonstrating that the PI3K-Akt-mTORC1 pathway—a critical regulator of growth and energy homeostasis—is particularly important for differentiation of Tfr cells (47, 48). Therefore, JunB regulates a subset of metabolic genes in CD25^−^ PP Tregs, suggesting that impaired metabolic fitness may explain loss of these cells following JunB deletion.

### JunB Regulates a Colonic Gene Expression Program Distinct From That of PP Tregs

To identify JunB-dependent transcripts in colonic Tregs, we followed a similar approach as for PP Tregs. Seven days after tamoxifen administration, TCRβ^+^CD4^+^*Foxp3*^EGFP+tdTomato+^ Tregs were sorted from the colons of *Junb*^*F*/+^ *Foxp3*^*EGFP*-*cre*-*ERT*2^ *Rosa26*^*STOP*-*tdTomato*^or *Junb*^*F*/*F*^*Foxp3*^*EGFP*-*cre*-*ERT*2^ *Rosa26*^*STOP*-*tdTomato*^ mice for RNA-seq analysis. 

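Colonic Tregs came from 3 iHET and 3 iKO mice, with number 1 male and numbers 2 and 3 female in both genotypes, and with the same tamoxifen schedule, sequencing and counting as the CD25- PP Tregs. Libraries held between 29665561 and 35508709 counts, with a median of 32293591 in iHET and 31923940 in iKO mice. In these libraries, 16313 genes had at least 1 CPM in at least 3 of 6. As in the study, each gene was fitted with genotype and cage, taking the number of the mouse in the labels for its cage, which the labels do not state. The study then used a likelihood ratio test, which was run as an alternative to the quasi-likelihood test. Junb was at 6652, 8158 and 7287 CPM in the iHET and at 975, 963 and 987 CPM in the iKO libraries, with a log2 fold change of -2.91 (standard error 0.1251, adjusted p = 0.0183, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 1 and without replicate 2, the adjusted p of Junb was 0.363 and 0.147, and over 13 alternatives it ranged from 5.8e-141 to 0.363.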

Similar to what we observed for the PP, short-term deletion of JunB identified just 26 genes with significant DE in colonic Tregs, suggesting that these transcripts exhibit strong dependence on JunB (Supplementary Figure 5E). 

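Under edgeR's quasi-likelihood test, 1 gene, Junb, passed the FDR of 0.05, and 632 genes had an unadjusted p under 0.05. DESeq2 moved this number most, to 44 genes, and the likelihood ratio test of the study gave 25, of which 7 were higher and 18 lower in iKO Tregs. The number was 0, 0 and 2 in the fits that left out replicate 1, 2 and 3 of both genotypes. Nckap5 (ENSMUSG00000049690.15, chromosome 1 of GRCm38 from 125913620 to 126830799) averaged 38.9 ± 5.44 CPM (SD, n = 3) in iHET and 16.0 ± 3.53 CPM in iKO Tregs, with a log2 fold change of -1.29 (standard error 0.146, adjusted p = 0.947, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and an adjusted p of 2.3e-05 from the likelihood ratio test. Lta (ENSMUSG00000024402.5, chromosome 17 from 35203165 to 35205351) rose, with 27.1 ± 1.89 CPM (SD, n = 3) in iHET and 55.6 ± 6.72 CPM in iKO Tregs, a log2 fold change of 1.03 (standard error 0.135, edgeR adjusted p = 0.947) and 0.000483 from the likelihood ratio test. Tox2 fell to 208 ± 29.6 CPM (SD, n = 3) from 379 ± 34.4 CPM, with a log2 fold change of -0.87 (standard error 0.144, edgeR adjusted p = 0.947). Ipmk (ENSMUSG00000060733.13, chromosome 10 from 71347763 to 71433327) averaged 466 ± 111 CPM (SD, n = 3) in iHET and 308 ± 46.4 CPM in iKO Tregs, with a log2 fold change of -0.58 (standard error 0.103, edgeR adjusted p = 0.947). Tox2 and Ipmk had adjusted p-values of 0.00103 and 0.0311 from edgeR's likelihood ratio test. Without the cage term, that test gave 5 genes, among them Nckap5, Lta and Tox2. From the small number of genes, the paper proposes that these transcripts depend strongly on JunB.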

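Of 15565 genes tested in both CD25- PP and colonic Tregs, 0 passed the FDR of 0.05 in both comparisons under the quasi-likelihood test. Under the tests of the study 1 did, Junb itself, and 3 had an unadjusted p under 0.01 in both, of which 2 changed in the same direction. The difference between the organs was tested directly, as the interaction of organ and genotype over all 10 libraries. The interaction passed the FDR of 0.05 for 0 of 18626 genes under the quasi-likelihood test, with 622 at an unadjusted p under 0.05. The likelihood ratio test gave 2, Sdsl and Gstm1, which are named here after their values were seen. For Gzmb the log2 fold change in the colon differed from that in CD25- PP Tregs by -1.37 (unadjusted p = 0.00929, adjusted p = 1.000, edgeR's quasi-likelihood test), and for Fabp2 by 4.43 (unadjusted p = 0.0141, same adjusted p). In CD25- PP Tregs Gzmb averaged 146 ± 31.7 CPM (SD, n = 2) in iHET and 157 ± 15.8 CPM in iKO Tregs and Gzma 155 ± 32.2 CPM (SD, n = 2) in iHET and 176 ± 19.4 CPM in iKO Tregs. Their log2 fold changes of 0.10 and 0.19 became -0.11 and -0.02 without iHET replicate 2.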

Surprisingly, we observed no shared JunB-dependent genes when comparing coLP Treg to CD25^−^ PP Treg RNA-seq from *Foxp3*^*EGFP*-*cre*-*ERT*2^ mice (Figure 5B), indicating that JunB plays distinct roles in CD25^−^ PP Tregs and colonic Tregs.

We assessed the contribution of JunB to colonic Treg programming by comparing JunB-dependent transcripts in colonic Tregs with those enriched in colonic relative to splenic Tregs using data from the Immgen consortium (49). Interestingly, this revealed that essentially all JunB-dependent genes were preferentially expressed in colonic Tregs, suggesting that JunB is an important regulator of the colonic Treg transcriptome (Figure 5C). To determine whether these JunB targets were expressed in a specific subpopulation of Tregs, we assessed their expression in splenic and colonic Treg subsets identified by scRNA-seq (Supplementary Figures 5F,G). This demonstrated that JunB-dependent genes were indeed colon-biased but were expressed at similar levels in both RORγt^+^ and ST2^+^ Tregs, indicating that the JunB plays a subset-independent role in colonic Treg programming (Figure 5D). We noted that several of the downregulated genes were involved in migration: *Ccr1* and *Ccr5* are inflammatory chemokine receptors, the latter previously shown to direct Tregs to inflamed tissues (50, 51), while *Adam8* influences cell migration through proteolytic cleavage of PSGL-1 and is also associated with invasiveness in cancer (52, 53). On the other hand, *Ccr7* was upregulated in the absence of JunB and is important for Treg migration to LN, suggesting that JunB may function to oppose lymphoid homing in Tregs (51). Thus, JunB may control migration of colonic Tregs either within or between tissues, which could partly explain defective colonic immune homeostasis in KO and iKO mice.

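Ccr1 (ENSMUSG00000025804.5, chromosome 9 of GRCm38 from 123962124 to 123968692) averaged 51.8 ± 5.11 CPM (SD, n = 3) in iHET and 24.2 ± 5.44 CPM in iKO Tregs, with a log2 fold change of -1.12 (standard error 0.210, adjusted p = 0.947, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adam8 (ENSMUSG00000025473.16, chromosome 7 from 139978932 to 139992562; 46 exon bases shared with Gm16201) averaged 307 ± 16.1 CPM (SD, n = 3) in iHET and 204 ± 11.0 CPM in iKO Tregs, with a log2 fold change of -0.59 (standard error 0.0989, edgeR adjusted p = 0.947). With the likelihood ratio test of the study, the adjusted p was 0.0148 for Ccr1 and 0.0218 for Adam8, within ranges of 0.000749 to 1.000 and 0.000231 to 1.000 over 13 edgeR and DESeq2 alternatives. DESeq2 also gave both genes an FDR under 0.05. All 3 iKO libraries were under all 3 iHET libraries for both.

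**Figure D3:**
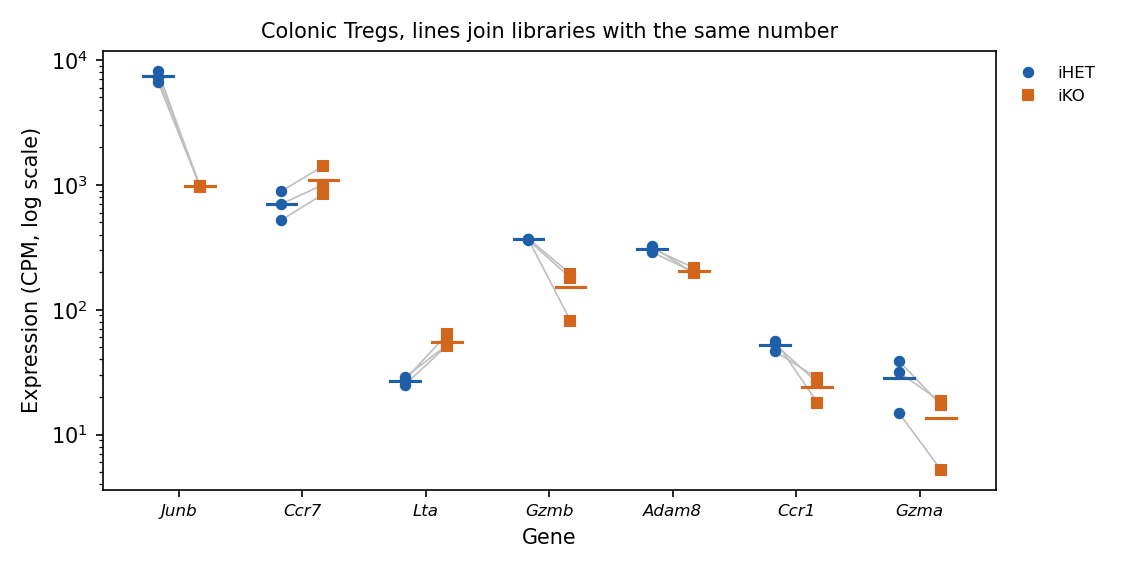
Expression of 7 genes in colonic Tregs in CPM on a log scale, with 1 point per library, a line at each group's mean and thin lines joining libraries with the same number. Ccr1 was at 28.4, 26.1 and 18.0 CPM in iKO against 46.3, 52.8 and 56.4 CPM in iHET libraries.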

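Ccr7 (ENSMUSG00000037944.8, chromosome 11 of GRCm38 from 99144196 to 99155077) was at 891, 703 and 523 CPM in the iHET and at 1415, 1004 and 844 CPM in the iKO libraries numbered 1 to 3. It was higher in iKO Tregs within each of the 3 numbers, while the groups as a whole overlapped. The mean was 706 ± 184 CPM (SD, n = 3) in iHET and 1088 ± 294 CPM in iKO Tregs, with a log2 fold change of 0.62 (standard error 0.103, adjusted p = 0.947, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The likelihood ratio test of the study gave an adjusted p of 0.0118, within a range of 1.6e-05 to 1.000 over the edgeR and DESeq2 alternatives.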

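In colonic Tregs, Gzmb (ENSMUSG00000015437.5, chromosome 14 of GRCm38 from 56258838 to 56262260) was at 371, 360.5 and 367 CPM in iHET and at 194, 180.2 and 82.0 CPM in iKO libraries. It averaged 366 ± 5.45 CPM (SD, n = 3) in iHET and 152 ± 61.0 CPM in iKO Tregs, with a log2 fold change of -1.36 (standard error 0.265, adjusted p = 0.947, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.00219 with the likelihood ratio test of the study and between 7.2e-06 and 1.000 over the alternatives with edgeR and DESeq2. Without replicate 3, the log2 fold change was -0.97. Gzma fell to 13.7 ± 7.34 CPM (SD, n = 3) from 28.6 ± 12.3 CPM, with a log2 fold change of -1.15 (standard error 0.195, edgeR adjusted p = 0.947) and an adjusted p of 0.0183 from the likelihood ratio test. Ranked by mean expression in iHET Tregs, Gzmb stood above 97.3% and Gzma above 61.7% of the genes tested.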

Aside from effects on migration-related genes, we observed that Granzyme B (*Gzmb*) was both strongly JunB-dependent and highly colon-preferential, suggesting that it might be an important target of JunB (Figures 5C,D). Furthermore, because Granzyme B has been described as a suppressive mechanism employed by Tregs (29–31), we reasoned that loss of Granzyme B expression could underlie unrestrained T cell proliferation in the colons of KO and iKO mice. We further assessed the likelihood that *Gzmb* was a direct target of JunB by integrating Treg chromatin accessibility [as measured by assay for transposase accessibility (ATAC)-seq] (6) and JunB chromatin immunoprecipitation (ChIP)-seq data from Th17 cells (14). This showed that JunB bound several putative regulatory elements upstream of *Gzmb*, including two that had significant ATAC signal specific for colonic Tregs—one of which was the *Gzmb* promoter (Figure 5E)—strongly implicating *Gzmb* as a direct target of JunB. We validated the JunB-dependence of Granzyme B expression using flow cytometry, which demonstrated that a small population of colonic Tregs (~4%) expressed Granzyme B protein in iHET mice but was absent in iKO mice (Figure 5F). Unexpectedly, Granzyme B-expressing Tregs were enriched in the IL-10^+^ subset of colonic Tregs (Figure 5F), suggesting that Granzyme B is primarily expressed by Tregs actively engaging multiple effector mechanisms. Of note, scRNA-seq data indicated that *Gzmb* mRNA was expressed in ~70% of Tregs in both RORγt^+^ and ST2^+^ subsets (Figure 5D), suggesting that additional post-transcriptional regulatory mechanisms control Granzyme B protein expression in Tregs. Together, these data demonstrate that Granzyme B is a major transcriptional target of JunB and suggest that reduced expression of Granzyme B may be responsible—at least in part—for the impaired function of colonic Tregs lacking JunB.

## Discussion

Here we defined a novel role for JunB in the control of intestinal regulatory T cell programming. JunB was essential for the maintenance of Treg-mediated immune homeostasis in the colon, which led to aberrant T helper cell cytokine responses in mice lacking JunB expression in Tregs. We identified two distinct roles for JunB in Treg biology: the maintenance of CD25^−^ Treg cells (encompassing Tfr cells) and the activation of a colonic suppression program including the expression of Granzymes A and B. The exquisite specificity of JunB for these Treg functions is underscored by the JunB-independent expression of the majority of Treg cell suppressive molecules, intestine-biased immune dysfunction in mice with Treg-restricted JunB ablation, and the JunB-independence of both the general eTreg population as well as most major tissue-specific subpopulations of Treg cells. Overall, our work provides novel insight into the regulatory mechanisms underlying transcriptional programming in Tregs and shows that AP-1 TFs are an important part of the regulatory network enabling Treg effector function in non-lymphoid tissues.

The molecular drivers controlling adaptation of Treg transcriptional programming to diverse tissues have remained largely unknown. The idea that AP-1 TFs might play a tissue-specific regulatory role in Tregs was initially supported by the identification of BATF and co-regulator IRF4 as critical regulators of VAT-resident Tregs (9). However, later experiments suggested that BATF plays a more general role in the differentiation of eTregs (11), and is thus broadly required for Treg effector function independent of anatomical location. Therefore, whether canonical AP-1 TFs—such as JunB—might facilitate adaptation of Tregs to specific tissues was unclear and seemed doubtful due to the role of JunB as a major binding partner in the BATF-IRF4 complex (40–42). Our present work overturns this notion, demonstrating that JunB performs regulatory functions in Tregs that are primarily important for function in the intestine. Given that JunB exhibits variable expression in Tregs from different organs, this suggests that JunB may function to link local environmental cues to tissue-specific gene expression.

One of the critical roles we identified for JunB is the maintenance of CD25^−^ Tregs, a major Treg population present in the PP (~50% of Foxp3^+^ cells) but also to a lesser degree in the spleen and LN. The importance of CD25^−^ Tregs is unclear: they exhibit a highly activated phenotype characterized by elevated ICOS and PD-1 expression, suggestive of chronic antigen exposure, but the majority have not been attributed any specific function—aside from the notable subpopulation that exist as Tfr cells. We confirmed that the loss of CD25^−^ Tregs following JunB deletion does not result from loss of Foxp3 expression, which is aligned with a recent report showing that CD25^−^ Tregs are not particularly unstable (34). Using RNA-seq, we found that JunB-deficiency in CD25^−^ PP Tregs leads to reduced expression of genes involved in several metabolic pathways—notably fatty acid metabolism and oxidative phosphorylation. Interestingly, Tfr cells have recently been shown to depend on mTORC1 signaling and aberrant Akt-PI3K-mTOR signaling can drive both CD25^−^ Treg accumulation and Tfr differentiation (47, 48). Furthermore, *Raptor*—a critical component of the mTORC1 complex—was shown to be important for expression of CTLA-4 and ICOS at the protein level due to its ability to drive lipid metabolism in Tregs (46). Considering that we observed reduced CTLA-4 and ICOS protein expression in the absence of JunB (despite no detectable effect on transcription of either gene), these data suggest that altered JunB-dependent metabolic pathways—in particular lipid metabolism—may be responsible for loss of CD25^−^ Tregs.

In the colon, we found that the role of JunB was to drive a subset of the colonic Treg cell transcriptome shared by both RORγt^+^ and ST2^+^ Tregs, rather than to selectively maintain either subpopulation. While we did observe a striking reduction in the frequency of colonic Tregs after JunB deletion, as well as reduced expression of several migration genes, the observation that Treg numbers and the fraction of proliferating Tregs in KO animals were the same or increased suggests that impaired suppression of effector T cell proliferation and accumulation is the cause of reduced Treg cell frequency. Granzyme A and B are the most notable members of the JunB-dependent colonic Treg program and have been previously defined as important mediators of suppression by Treg cells (29–31, 44). scRNA-seq analysis demonstrated that Granzyme B is expressed by the majority of colonic Treg cells, including both RORγt^+^ and ST2^+^ Tregs, suggesting that Granzyme B expression represents a subset-agnostic suppressive mechanism employed by colonic Tregs. However, we found that only a small subset of colonic Tregs actively expressed Granzyme B protein at steady-state, suggesting the existence of post-transcriptional regulatory mechanisms. Nevertheless, Granzyme B^+^ Tregs were completely lost when JunB was ablated, implying that JunB is critical for cytolytic effector function in colonic Tregs. Although the roles of Granzyme A and B in maintenance of homeostasis by colonic Tregs have not been directly addressed, previous studies have demonstrated that Tregs use granzymes for suppression in models of cancer (30), respiratory infection (31), and graft-vs.-host-disease (44), suggesting that this suppressive mechanism is likely to be important in the colon. Because loss of Granzyme A and B expression preceded the change in colonic Treg proportions (Supplementary Figure 5A), these data suggest that loss of this suppression mechanism—potentially compounded by defects in migratory genes—likely drives the selective loss of colonic homeostasis upon JunB deletion in Tregs.

Our observations on the role of JunB in Tregs are somewhat at odds with a recent report by Koizumi et al. (17), although we do agree on several points. Like Koizumi, we find that ablation of JunB in Tregs using *Foxp3*^*YFP*-*cre*^ results in loss of immune homeostasis and a colon-specific reduction in Treg frequencies. However, Koizumi et al. attribute this phenotype to a requirement for JunB in both eTreg differentiation and direct transcriptional activation of *Icos* and *Ctla4*, whereas our data support neither of these claims. Importantly, these mechanistic insights were surmised from experiments using *Junb*^*F*/*F*^ *CD4*^*cre*^ mice and mixed bone marrow chimeras derived therefrom (17), which have since been demonstrated to be problematic models for the assessment of the role of JunB in Treg function. Specifically, *Junb*^*F*/*F*^ *CD4*^*cre*^ mice have impaired thymic Treg differentiation and loss of peripheral Tregs resulting from a Treg-extrinsic defect in IL-2 production by Foxp3^−^ T cells in the thymus (14, 18). Moreover, both thymocytes and peripheral T cells from *Junb*^*F*/*F*^ *CD4*^*cre*^ mice are strongly disadvantaged under competitive conditions (18)—irrespective of Foxp3 expression—highlighting an important role for JunB during T cell development or maturation that confounds the observation of JunB-deficient eTreg generation in mixed bone marrow chimeras. In contrast, our study employs multiple Treg-restricted genetic models to demonstrate that apparent JunB-dependent ICOS expression is due to loss of CD25^−^ Tregs—rather than direct regulation by JunB—and instead suggests that the importance of JunB in Tregs derives from an essential role in maintenance of both Tfr cells and a novel colonic suppression program.

In summary, our study defines JunB as a critical regulator of intestinal Treg cell functionality, with important roles distinct from those of other bZIP/AP-1 proteins, such as BATF and c-Maf. The major function of JunB in Tregs is to maintain CD25^−^ Treg cells—perhaps by facilitating metabolic adaptation—and to drive expression of a subset of genes in the colon including granzymes A and B. Remarkably, despite largely normal expression of most Treg effector genes, loss of the JunB-dependent subset of the Treg transcriptome is sufficient to cause spontaneous immune dysregulation, suggesting that impairment of organ-specific Treg effector mechanisms may drive development of autoimmune disease. Because of the wide distribution of AP-1 binding sites in putative tissue-specific regulatory elements (6), this implies that rare single-nucleotide variants (SNVs) in AP-1-responsive regulatory elements could lead to impaired TF binding that—combined with appropriate environmental triggers—may precipitate organ-specific autoimmunity by affecting context-dependent Treg effector functions. Indeed, previous studies have identified disruption of AP-1 motifs by SNVs as a potential contributor to Crohn's disease risk (54). This is particularly important considering that most analyses of Treg cells in human autoimmunity focus on cells derived from peripheral blood, which differ substantially from their tissue-resident counterparts (55). Future efforts to evaluate the tissue-specific functions and underlying transcriptional regulatory mechanisms of human Tregs—especially those controlled by AP-1—are therefore critical to understanding the role of Tregs in the etiology of autoimmune and inflammatory conditions.

## Methods

### Mice

*Junb* floxed mice were initially obtained from Erwin Wagner (CNIO, Spain) followed by backcrossing to C57BL/6 for at least five generations (56). For some experiments, *Junb*-floxed mice were bred to *Foxp3*^*YFP*-*cre*^ mice (Jackson Labs; Stock No. 016959) (20). Because we observed promiscuous germline deletion of *Junb* in these animals, we bred *Junb*^*flox*/*flox*^ males to *Junb*^*flox*/+^ *Foxp3*^*YFP*-*cre*/+^females to minimize aberrant deletion; thus, due to X-linked inheritance of *Foxp3*, all experiments using these mice employed male *Junb*^*flox*/+^*Foxp3*^*YFP*-*cre*^ (HET) or *Junb*^*flox*/*flox*^*Foxp3*^*YFP*-*cre*^ (KO) animals, generally between 8 and 12 weeks of age unless otherwise specified. For experiments involving inducible deletion, *Junb*-floxed mice were bred to *Foxp3*^*EGFP*-*cre*-*ERT*2^ mice (Jackson Labs; Stock No. 016961) (36) and also *Rosa26*^*STOP*-*ZsGreen*^ (Jackson Labs; Stock No. 007906) or *Rosa26*^*STOP*-*tdTomato*^ reporter mice (Jackson Labs; Stock No. 007914) to enable permanent labeling of cells that activated Cre recombinase (57). To induce deletion of *Junb*, 10–12 week old male and female mice were lightly anesthetized with Isoflurane, followed by administration of 8 mg of tamoxifen (Sigma; T5648) in 200 μL olive oil (Sigma; O1514) by oral gavage on days 0, 1, and 3. Mice that received tamoxifen were sacrificed for analysis on either day 7 or 14. To minimize the effect of intestinal microbial variation on our results, mice in all experiments were littermates and genotypes to be compared were always co-housed.

### Isolation of Cells From Tissues

Spleen and lymph nodes were mechanically dissociated by grinding tissues through a 40 μm cell strainer into staining buffer (PBS supplemented with 0.5% BSA and 2 mM EDTA) or IMDM (supplemented with 10 μg/mL glutamine, 10 U/mL penicillin, 10 μg/mL streptomycin, 10 μg/mL gentamycin, and 10% FBS) if cells were to be stimulated for cytokine measurements. Red blood cells were removed from splenocytes by lysis with ACK buffer, followed by washing and resuspension in staining buffer or IMDM. Preparation of lamina propria lymphocytes from small intestine and colon was as described previously (14). Briefly, intestines were separated into small intestinal and colonic sections followed by removal of Peyer's patches. Intestines were fileted lengthwise, cut into 2 cm pieces, and transferred into PBS containing 1 mM DTT with shaking to remove mucus. Intestine pieces then underwent two rounds of incubation in PBS supplemented with 1 mM HEPES and 5 mM EDTA at 37°C with shaking to remove the epithelium, followed by washing with HBSS supplemented with 10% FBS. Digestion was performed by mincing tissue pieces in HBSS supplemented with 10% FBS, collagenase D (1 mg/mL), DNAseI (0.1 mg/mL), and dispase (0.1 U/mL) followed by incubation for 25 min at 37°C with shaking. The resulting cell suspension was filtered through a 100 μm cell strainer, followed by a discontinuous 40:80 Percoll gradient to remove large cells and debris. Cells were then collected from the interphase, washed, and resuspended in either staining buffer or IMDM as appropriate. Peyer's patch cells were isolated by mincing excised Peyer's patches in HBSS supplemented with 10% FBS, collagenase D (1 mg/mL), and DNAseI (0.1 mg/mL), followed by washing and resuspension in staining buffer or IMDM. VAT lymphocytes were isolated from epididymal adipose tissue by digestion for 1 h with shaking at 37°C in RPMI 1640 supplemented with 3% FBS, HEPES (1 mM), collagenase D (1 mg/mL), and DNAseI (0.1 mg/mL), followed by centrifugation to remove floating adipocytes, red blood cell lysis using ACK buffer, and resuspension in IMDM.

### Antibodies and Flow Cytometry

To assess cytokine production in T cells, single-cell suspensions prepared as above were stimulated with phorbol-12-myristate-13-acetate (PMA; 50 ng/mL; Sigma) and ionomycin (500 ng/mL; Sigma) in the presence of monensin (GolgiStop; BD) for 4 h. Cells were surface stained with fixable viability dye (Thermo-Fisher) and Fc-Block (Biolegend), then fixed in 2% PFA for 15 min followed by permeabilization and staining with fluorochrome-conjugated antibodies in staining buffer containing 0.5% saponin. For transcription factor staining, cells were first stained with Fc-Block (Biolegend) for 10 min on ice, followed by fluorochrome-conjugated antibodies in staining buffer for 20 min on ice and fixation/permeablization using the Foxp3 Fix/Perm buffer set (Thermo-Fisher). Subsequent intracellular staining using fluorochrome-conjugated antibodies was performed in Permeabilization Buffer (Thermo-Fisher). Antibodies used for surface staining were as follows: CD4 (RM4-5; Thermo-Fisher), TCRβ (H57-597; Thermo-Fisher), CD62L (MEL-14; Thermo-Fisher), CD44 (IM7; Thermo-Fisher), CD25 (PC61; Thermo-Fisher), ICOS (C398.4; Thermo-Fisher), CXCR5 (2G8; BD), PD-1 (29F.1A12; Biolegend), ST2 (RMST2-2; Thermo-Fisher), KLRG1 (2F1; Thermo-Fisher), B220 (RA3-6B2; Thermo-Fisher and BD), CD38 (90; Thermo-Fisher), anti-mouse IgG1 (for surface staining;A85-1; BD) and Fixable Viability Dye (Thermo-Fisher). Antibodies for intracellular staining were: Foxp3 (FJK-16 s; Thermo-Fisher), RORγt (B2D; Thermo-Fisher), Granzyme B (GB12; Thermo-Fisher), Helios (22F6; Thermo-Fisher), CTLA-4 (UC10-4B9; Thermo-Fisher), IL-17A (eBio17B7; Thermo-Fisher), IFNγ (XMG1.2; Thermo-Fisher), GM-CSF (MP1-22E9; Thermo-Fisher), IL-4 (11B11; BD), IL-13 (eBio13A; Thermo-Fisher), and Bcl-6 (K112-91; BD). JunB staining was performed using unconjugated clone C-11 (Santa Cruz) followed by an anti-mouse IgG1 secondary (M1-14D12; Thermo-Fisher). Stained cells were analyzed predominantly on a BD LSRFortessa X-20, including all MFI measurements presented. In a small number of experiments, a BD FACSCanto II (Duke Cancer Center Flow Cytometry Core) was used for analysis. For cell sorting, cells were stained as above but without fixation, followed by sorting on a Beckman-Coulter MoFlo Astrios at the Duke Cancer Center Flow Cytometry Core or the Duke Human Vaccine Institute Flow Cytometry Core.

### Analysis of Fecal Microbe-Bound IgA by Flow Cytometry

To assess IgA binding to intestinal microbes, fresh fecal pellets were collected from mice and homogenized by vortexing with glass beads in PBS. The resulting suspension was centrifuged at low-speed (400 × *g*) to remove large particles, and the supernatant was removed to a fresh tube and centrifuged at high-speed (9,000 × *g*) to pellet intestinal microbes. Microbial pellets were then resuspended in PBS containing 1% BSA, and surface stained with antibodies against mouse IgA and Igκ for 20 min on ice. Cells were then washed with PBS and fixed in 3% formadehyde for 5 min. Fixed microbes were then resuspended in staining buffer containing DAPI, followed by acquisition on a flow cytometer.

### Library Preparation and RNA Sequencing

RNA was collected from sorted Tregs by lysis in Trizol, chloroform-assisted phase separation, and RNA purification from the aqueous phase using the Qiagen RNeasy-micro kit following the provided instructions. Purified RNA was submitted to the Duke Sequencing and Genomic Technologies core facility for library preparation using the Clontech SMARTer v4 Ultra-Low kit (Takara). RNA-seq libraries were sequenced on either an Illumina HiSeq4000 flow cell as 50 bp single-end reads (for *Foxp3*^*YFP*-*cre*^) or on an Illumina NovaSeq S-Prime flow cell as 50 bp paired-end reads (for *Foxp3*^*EGFP*-*cre*-*ERT*2^).

### RNA-seq Pre-processing, Read Alignment, and Feature Assignment

Analysis of the raw NovaSeq reads using FastQC (vX; Babraham Bioinformatics) revealed a significant fraction of reverse reads containing the Clontech SMARTer adapter, thus these data were treated as single-end by omitting the reverse read in downstream analyses. Otherwise, all raw data appeared normal using standard quality metrics (FASTQC). Raw reads were trimmed to remove adapters and low-quality bases (Q < 20) using TrimGalore(v0.4.4)/CutAdapt (v1.14; Babraham Bioinformatics); reads with length < 20 bp after trimming were discarded. Alignment to the mm10 genome (GENCODE; GRCm38 primary assembly) and reference transcript annotation (GENCODE; GRCm38 vM22) was performed using STAR (v2.4.1) (58) allowing no multi-mapped reads (–outFilterMultimapNmax 1), and no novel splice junctions (–alignSJoverhangMin 500). Resulting BAM files were sorted using samtools (v1.9) (59), and reads were assigned to features in the mm10 transcript annotation using featureCounts (v1.5.3; WEHI Bioinformatics) (60) with default settings. QC metrics for all steps above were aggregated using MultiQC (v1.7) (61), which demonstrated high quality alignment and assignment, with no sample-specific biases detected. Analyses of publicly-available bulk RNA-seq data were performed from raw reads as described above. All steps of this pipeline were performed using custom scripts written for the Snakemake workflow manager (62).

### Differential Expression Analysis

Raw read counts were analyzed for differential expression (DE) using edgeR (v3.26.8) (63). Briefly, lowly-expressed genes were filtered out by removing those that did not have at least 1 count-per-million in at least as many samples as the size of the smallest experimental group. Counts were then normalized for library size using the trimmed mean of M-values approach implemented by edgeR. For our PP samples (both *Foxp3*^*YFP*-*cre*^ and *Foxp3*^*EGFP*-*cre*-*ERT*2^, each having two samples per group) and publicly-available data, we employed a simple 2-group approach: dispersions were calculated in edgeR using estimateDisp(), followed by DE analysis using the exactTest method with prior.count set to 1. For coLP samples from *Foxp3*^*EGFP*-*cre*-*ERT*2^ mice (three animals per group), exploratory analysis of normalized read counts using a sample-wise Pearson correlation coefficient matrix revealed that coLP samples clustered more closely based on cage than genotype (co-housed animals clustered together), indicating that cage-specific effects influenced gene expression in coLP Tregs. However, because these data were generated in a blocked manner (one iHET and one iKO animal per cage), we included cage as a factor alongside experimental group to calculate DE using a generalized linear model (glm). Specifically, the design formula (~group + cage) was used to calculate dispersions with estimateDisp(), which were then passed to the glmFit() function, again using a prior.count of 1. 

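Pearson's r of log2 CPM was computed for each pair of the 6 colonic libraries over 16313 genes, taking the number in the labels for the cage. The mean r was 0.953 for the 3 pairs with the same number, 0.946 for the 6 pairs of the same genotype and 0.949 for the 6 pairs that share neither. Same-number pairs ranged from 0.928 to 0.977 and same-genotype pairs from 0.934 to 0.964, so the ranges overlapped. Of the 6 ways to pair iHET with iKO libraries, 2 gave a mean as high as the numbers did (exact permutation test, one-sided, p = 0.333). Over the 1000 genes with the highest mean, 1 of the 6 did (p = 0.167 in the same exact test), which is the smallest p that 3 pairs allow.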

Differentially-expressed genes were then identified using the glmLRT() function in edgeR, contrasting only the iHET and iKO groups. In all comparisons, genes were considered differentially-expressed if they were attributed a Benjamini-Hochberg false discovery rate (FDR) < 0.05.

### Gene Set Enrichment Analysis (GSEA)

GSEA (64) was performed using the Broad Institute's Java-based GSEA application (v3.0) run in pre-ranked mode with 1,000 permutations. To enrich for genes likely to be biologically-significant, DE data were first filtered to remove those genes having fewer than five transcripts-per-million (TPM) in at least as many samples as the size of the smallest experimental group being compared. These were then ordered by the -log10(*p*-value) multiplied by the sign of the calculated log_2_ fold-change, resulting in a ranked gene list that was used as input for GSEA. We used the curated MSigDb Hallmarks gene set collection (65) to perform exploratory analysis, with gene sets having an FDR < 0.25 and nominal *p*-values < 0.05 considered significantly enriched. All normalized enrichment scores (NES) reported were calculated using the full hallmarks collection.

### Single-Cell RNA-seq (scRNA-seq) Analysis

Processed scRNA-seq data (as a matrix of counts) were obtained following the link provided in the original publication (4). Seurat (v3.1.0) (66) was used for all downstream analysis. Briefly, cells were filtered to retain those having 1,000–15,000 unique transcripts corresponding to between 700 and 3,500 genes per cell and to select only cells that were sorted as Tregs. Filtered data were then normalized using NormalizeData(), followed by identification of variable features [FindVariableFeatures()], and data scaling [ScaleData()] all with default settings. Scaled and normalized data were used to assess *Junb* expression in Tregs across organs without further processing (Figure 1A). For all other analyses, Treg cells obtained from spleen and colon were extracted from the full dataset, and variable feature extraction and data scaling were repeated as above. Principal component (PC) analysis was performed on the variable features using RunPCA(); 8 PC's were chosen to be used for downstream analyses. FindNeighbors was used to compute the KNN graph using the first 8 PCs, followed by cluster identification using FindClusters() with resolution set to 0.5. Cluster markers were identified using FindAllMarkers() and were compared to known Treg subset markers to manually relabel clusters with the appropriate subset ID (Supplementary Figures 5F,G). Two small clusters of splenic Tregs were identified that did not appear to represent canonical Treg subsets: unique cluster markers for one of these was dominated by interferon stimulated genes (ISG), whereas cursory analysis of the other revealed no clear distinction and was thus labeled “Other.” The remaining clusters corresponded to splenic cTregs (high expression of *Sell and Ccr7*); splenic eTregs (low expression of *Sell* and *Ccr7*, elevated expression of *Icos* and *Maf*); colonic RORγt^+^ Tregs [low expression of *Ikzf2* (Helios) and *Gata3*, high expression of *Maf*, *Il10*, and *Ccr2*], colonic ST2^+^ Tregs [high expression of *Ikzf2, Gata3*, and *Il1rl1* (ST2)], and colonic lymphoid tissue (LT)-like Tregs (high expression of *Ccr7, S1pr1*, and *Sell*, low expression of RORγt^+^ and ST2^+^ Treg markers). *t*-SNE was performed using RunTSNE() with the first 8 PCs and visualized using DimPlot().

### ChIP-seq and ATAC-seq Analysis

Publicly-available JunB ChIP-seq (14) and colon-vs.-spleen Treg ATAC-seq (6) were analyzed as follows. As with RNA-seq, raw reads were trimmed to remove adapters and low-quality bases (Q < 20) using TrimGalore (with paired-end or single-end mode as appropriate); reads with length < 20 bp after trimming were discarded. Alignment to the mm10 genome was performed using bowtie2 (v2.3.5.1) (67) in single-end mode for ChIP-seq and paired-end for ATAC-seq data. Aligned reads were sorted with samtools, filtered to remove reads overlapping genomic regions with high, anomalous signal across multiple methods (ENCODE “blacklisted” regions) (68) using bedtools (v2.29.0) (69), and duplicates were marked for exclusion in downstream analyses using Picard markDuplicates (v2.20.6; Broad Institute) (70). RPKM-normalized bigWig files for visualization were created using the bamCoverage function from deepTools (v3.3.0) (71) with the X, Y, and mitochondrial chromosomes excluded from normalization.

### Plotting and Statistics

Visualizations of summary data for non-sequencing methods were prepared using the Python packages pandas, seaborn, and matplotlib. Plots related to RNA-seq were prepared in R using ggplot2, aided by ggrepel and dplyr. With the exception of DE analysis and GSEA (described above), all statistical tests were performed using the Python libraries scipy.stats and statsmodels. In general, due to the lack of normality in most data, the Mann-Whitney *U*-test was used to perform statistical comparisons. However, in certain cases where data were approximately normal and/or the number of observations were relatively high, Welch's unequal variance *t*-test was used (with two-way ANOVA as applicable). For all methods, multiple comparisons were accounted for by adjusting *p*-values using the Holm-Bonferroni procedure.

## Data Availability Statement

The sequencing data has been deposited to the GEO—GSE145888. Other raw data supporting the conclusions of this article will be made available by the authors, without undue reservation, to any qualified researcher.

## Ethics Statement

The animal study was reviewed and approved by Duke University Institutional Animal Care and Use Committee.

## Author Contributions

JW designed, performed, and analyzed experiments, performed computational analyses, and wrote the manuscript. MC designed experiments and edited the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: JunB Controls Intestinal Effector Programs in Regulatory T Cells
**Source:** Front Immunol. 2020 Mar 31;11:444. doi: 10.3389/fimmu.2020.00444

## Supplementary Figure Legends

### **Supplementary Fig. 1. Expression of JunB in Treg subsets and correlation between JunB-dependent weight loss and proinflammatory cytokine production.**

**(A)** Expression of JunB in cTreg and eTreg cells, pre-gated as TCR $\beta$ <sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup> cells. Data are aggregated from 8 mice from 2 independent experiments. Significance determined by two-way ANOVA with Tukey's HSD.

**(B)** Association between colonic proinflammatory cytokine production and decreased body weight. Shown are proportions of cytokine-producing cells amongst TCR $\beta$ <sup>+</sup>CD4<sup>+</sup> cells in the colon. Data are aggregated from at least 8 mice per group from 4 independent experiments. All summary data represent mean with a bootstrapped 95% confidence interval. \*\*p < 0.01.

### **Supplementary Fig. 2. Altered Treg and cytokine responses following Treg-specific JunB deletion.**

**(A)** Total cell count from the indicated organs in HET and KO mice. Data are aggregated from at least 6 mice per group from 8 independent experiments. Statistical significance is based on a significant ANOVA interaction term followed by planned comparisons within each organ using Welch's *t*-test with Holm-Bonferroni correction.

**(B)** Frequency of KLRG1<sup>+</sup> cells among TCR $\beta$ <sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup> cells. Data are aggregated from at least 5 mice per group from 3 independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction.

**(C)** Comparison of relative CD44 expression on cTreg and eTreg cells from HET and KO mice. Data are aggregated from at least 8 mice per group from 4 independent experiments.

**(D)** Correlation of the indicated cytokines with the abundance of ST2<sup>+</sup> Treg cells. Spearman's  $\rho$  was calculated for pooled values from both genotypes and all organs, and indicated a significant correlation in all cases shown ( $p < 1 \times 10^{-5}$ ). At least 4 animals per genotype from 3 separate experiments.

**(E)** Frequency of Helios<sup>+</sup> cells among TCR $\beta$ <sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup> cells. Data are aggregated from at least 7 mice per group from 4 independent experiments. Significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. All summary data represent mean with a bootstrapped 95% confidence interval. \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001; ns, not significant.

### Supplementary Fig. 3. Loss of JunB in Tregs alters germinal center responses and Treg phenotypes.

**(A)** Frequency of PD-1<sup>hi</sup>Bcl-6<sup>+</sup> or PD-1<sup>hi</sup>CXCR5<sup>+</sup> Tfh cells among TCR $\beta$ <sup>+</sup>CD4<sup>+</sup>Foxp3<sup>-</sup> cells. Data are aggregated from at least 7 mice per group from 4 independent experiments. **(B)** Frequency of CD38-Bcl-6<sup>+</sup> GC B cells among B220<sup>+</sup> B cells. Data are aggregated from at least 7 mice per group from 4 independent experiments. **(C)** Frequency of IgG1<sup>+</sup> GC B cells (defined as in (B)). Data are aggregated from at least 5 mice per group from 2 independent experiments. **(D)** Frequency of CD38-IgG1<sup>+</sup> memory B cells among B220<sup>+</sup> cells. Data are aggregated from at least 5 mice per group from 2 independent experiments. Statistical significance determined using Mann-Whitney U-test with Holm-Bonferroni correction. **(E)** Representative contour plots (left) and summary data (right) showing IgA and Ig $\kappa$  binding to DAPI<sup>+</sup> microbes isolated from feces of Rag1-KO mice, JunB HET, and JunB KO mice. Data are aggregated from 4 Rag1-KO, 8 HET, and 6 KO mice from 2 independent experiments. **(F)** Volcano plot of RNA-seq data comparing PP Treg cells from HET and KO mice. Genes with FDR < 0.05 are shown in blue, with select genes highlighted in orange. *p*-values were capped at 1x10<sup>-40</sup> for visualization. **(G)** Expression level of *Icos* in PP Treg cells from HET and KO mice, as determined by RNA-seq. TPM, transcripts per million. **(H)** Frequency of IL-2-expressing TCR $\beta$ <sup>+</sup>CD4<sup>+</sup> T cells as determined by flow cytometry. Data are aggregated from at least 6 mice per group from 3 independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(I)** Representative contour plot showing the relationship between CD25 and ICOS expression. **(J)** Relative expression of ICOS on CD25<sup>+</sup> and CD25<sup>-</sup> Treg cell subsets. Data are aggregated from at least 9 mice per group from 4 independent experiments. Significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. All summary data represent mean with a bootstrapped 95% confidence interval. \**p* < 0.05; \*\**p* < 0.01.

### Supplementary Fig. 4. Inducible deletion of *Junb* recapitulates key phenotypes of JunB-KO Tregs.

**(A)** Activity of *Foxp3*<sup>YFP-cre</sup> across hematopoietic lineages, assessed by FACS as the proportion of ZsGreen<sup>+</sup> cells within the indicated cell type. Data shown are from one experiment. Data represent 3 mice from one experiment. **(B)** Efficiency of tamoxifen-induced Cre activity, assessed by flow cytometry as the proportion of Foxp3<sup>+</sup> cells that were labeled with ZsGreen 14 days after tamoxifen administration. Data are aggregated from at least 14 mice per group from 7 independent experiments. **(C)** Number of Foxp3<sup>+</sup>ZsGreen<sup>+</sup> cells across

organs in iHET and iKO mice. Data are aggregated from at least 15 mice per group from 7 independent experiments. **(D)** Total cell number in the indicated organs of iHET and iKO mice. Experimental replicates are the same as in (C). **(E)** Frequency of Ki-67-expressing cells among conventional or regulatory CD4<sup>+</sup> T cells. Data are aggregated from at least 4 mice per group from 2 independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(F)** Frequency of eTreg cells among Foxp3<sup>+</sup>ZsGreen<sup>+</sup> cells (left) and relative gMFI of CD44 expression on eTregs (right). Statistical significance determined by Welch's *t*-test. Data are aggregated from 11 mice per group from 4 independent experiments. **(G)** Frequency of RORγt<sup>+</sup> cells among Foxp3<sup>+</sup>ZsGreen<sup>+</sup> cells determined by flow cytometry. Data are aggregated from at least 6 mice per group from 4 independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(H)** Frequency of ST2<sup>+</sup> cells among Foxp3<sup>+</sup>ZsGreen<sup>+</sup> cells determined by flow cytometry. Data are aggregated from at least 6 mice per group from 5 independent experiments. **(I)** Frequency of IL-2-expressing cells among TCRβ<sup>+</sup>CD4<sup>+</sup>ZsGreen<sup>-</sup> cells. Data are aggregated from at least 7 mice per group from 3 independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(J)** Relative gMFI of ICOS on Foxp3<sup>+</sup>ZsGreen<sup>+</sup> cells. Data are aggregated from at least 13 mice per group from 5 independent experiments. Statistical significance determined by Mann-Whitney U-test with Holm-Bonferroni correction. **(K)** Relative gMFI of PD-1 on Foxp3<sup>+</sup>ZsGreen<sup>+</sup> cells. Data are aggregated from at least 14 mice per group from 5 separate experiments. Statistical significance determined by Mann-Whitney U-test. **(L)** Transcripts per million (TPM) of select effector genes in PP Tregs as determined by RNA-seq, orange asterisks indicate genes identified as significantly different by DE analysis (FDR < 0.05). All summary data represent mean with a bootstrapped 95% confidence interval. \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001; ns, not significant.

#### **Supplementary Fig. 5. Regulation of gene expression in CD25<sup>-</sup> PP Tregs and colonic Tregs by JunB.**

**(A)** Frequency of Tregs determined by FACS at day 7 post-tamoxifen administration. Data are aggregated from 4 mice per group from 2 independent experiments. **(B)** Expression of JunB in TCRβ<sup>+</sup>CD4<sup>+</sup>Foxp3<sup>+</sup>ZsGreen<sup>+</sup> Treg cells at day 7 post-tamoxifen, determined by flow cytometry. Data show 2 mice per group from 1 experiment. **(C)** GSEA analysis of RNA-seq data comparing CD25<sup>-</sup> PP Tregs from iHET and iKO mice.

Pathways in blue are underrepresented in iKO, whereas those in orange are overrepresented. All pathways that reached statistical significance are shown ( $\text{FDR} < 0.25$ ,  $p\text{-value} < 0.05$ ). **(D)** GSEA analysis of RNA-seq data comparing Tfr cells and Treg cells. Pathways in orange are associated with Tfr cells, whereas those in blue are associated with non-Tfr Tregs. All pathways that reached statistical significance are shown ( $\text{FDR} < 0.25$ ,  $p\text{-value} < 0.05$ ). **(E)** Volcano plot showing differential expression in colonic Tregs from iHET vs iKO mice at day 7 post-tamoxifen. Genes with significant DE ( $\text{FDR} < 0.05$ ) are highlighted in orange, with select genes labeled. **(F)** *t*-SNE plot showing clusters of cells from scRNA-seq used to assess the distribution of JunB-dependent gene expression across Treg subsets. [Interferon-stimulated genes (ISG); lymphoid-tissue (LT)] **(G)** Dot plot showing the expression of canonical markers used to assign cell identities to clusters from scRNA-seq as in (F). All summary data represent mean with a bootstrapped 95% confidence interval.

# Supplementary Figure 1

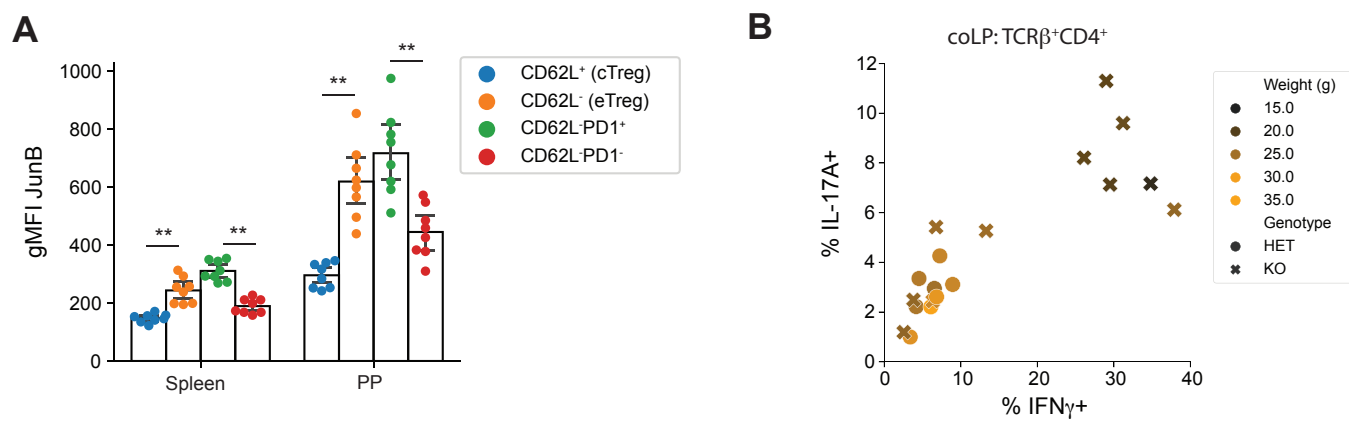

## Supplementary Figure 2

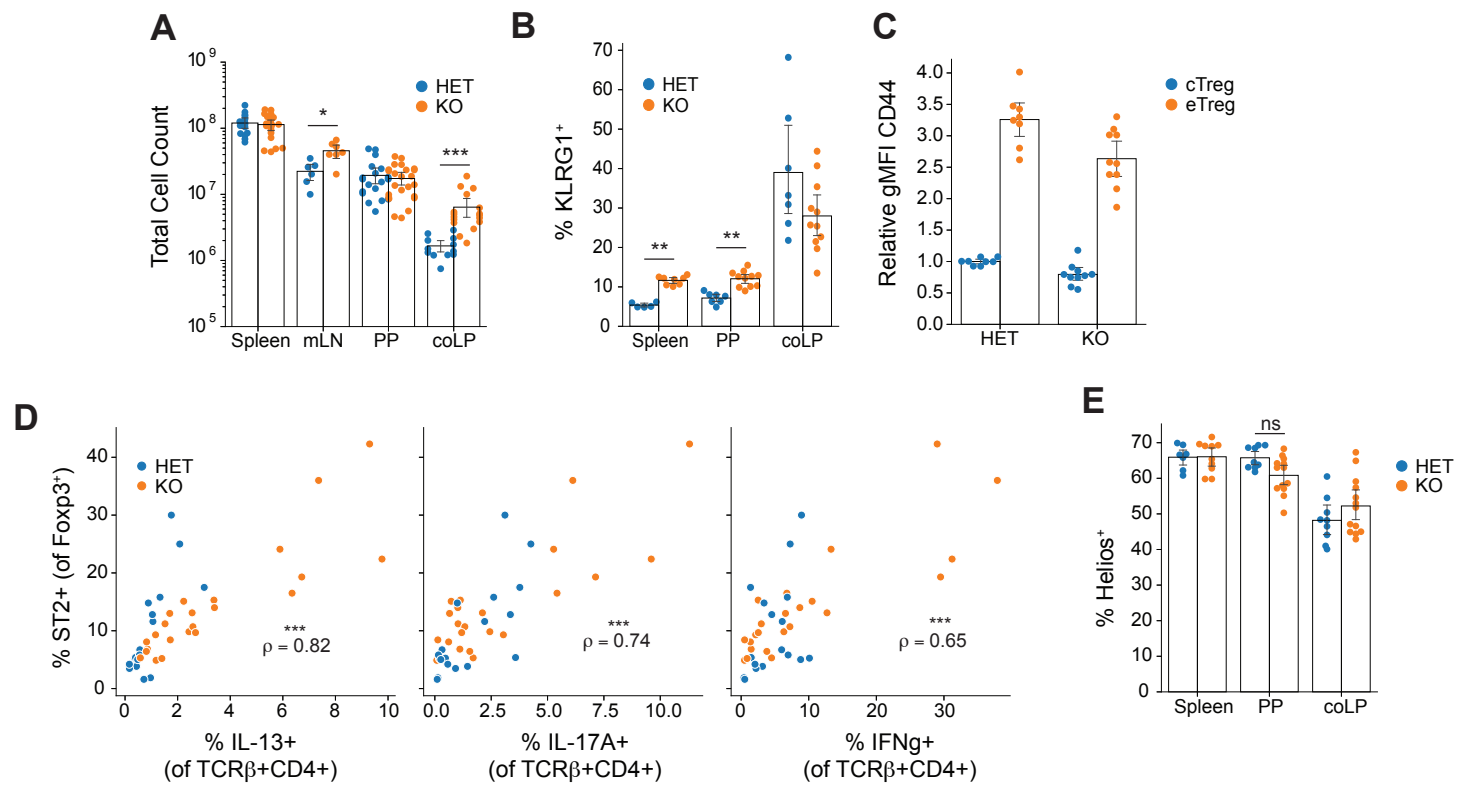

# Supplementary Figure 3

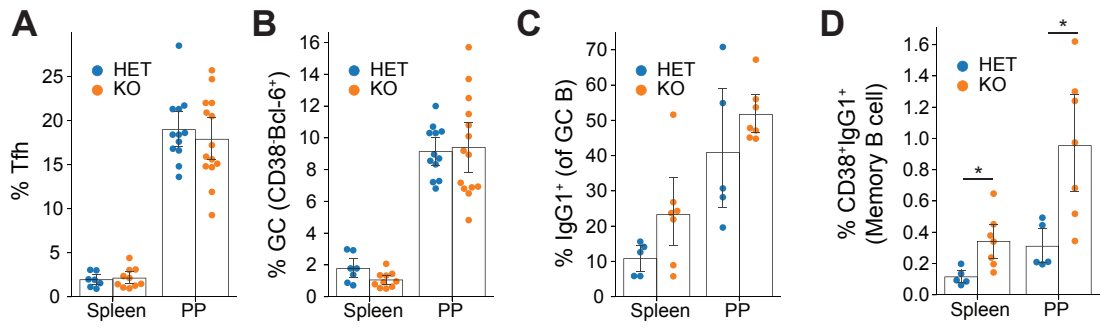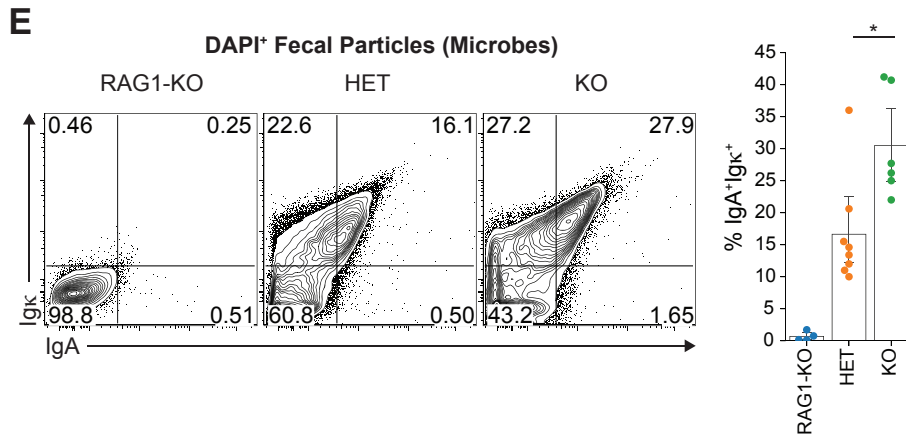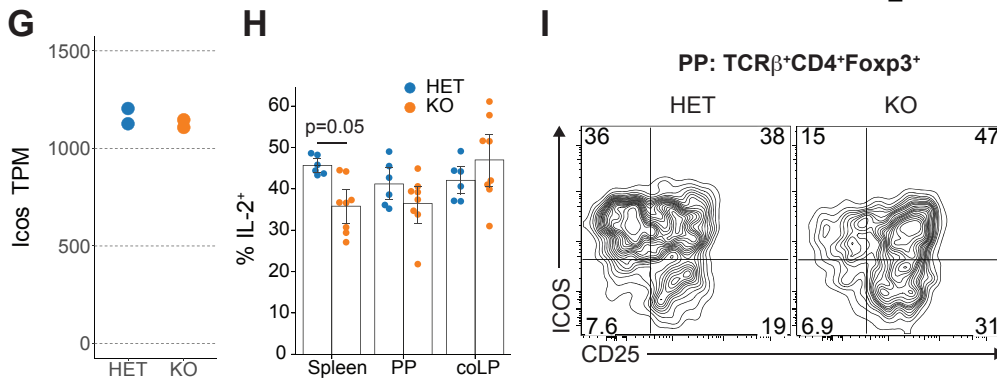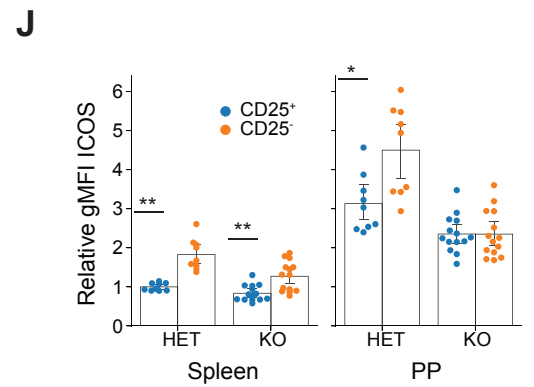

# Supplementary Figure 4

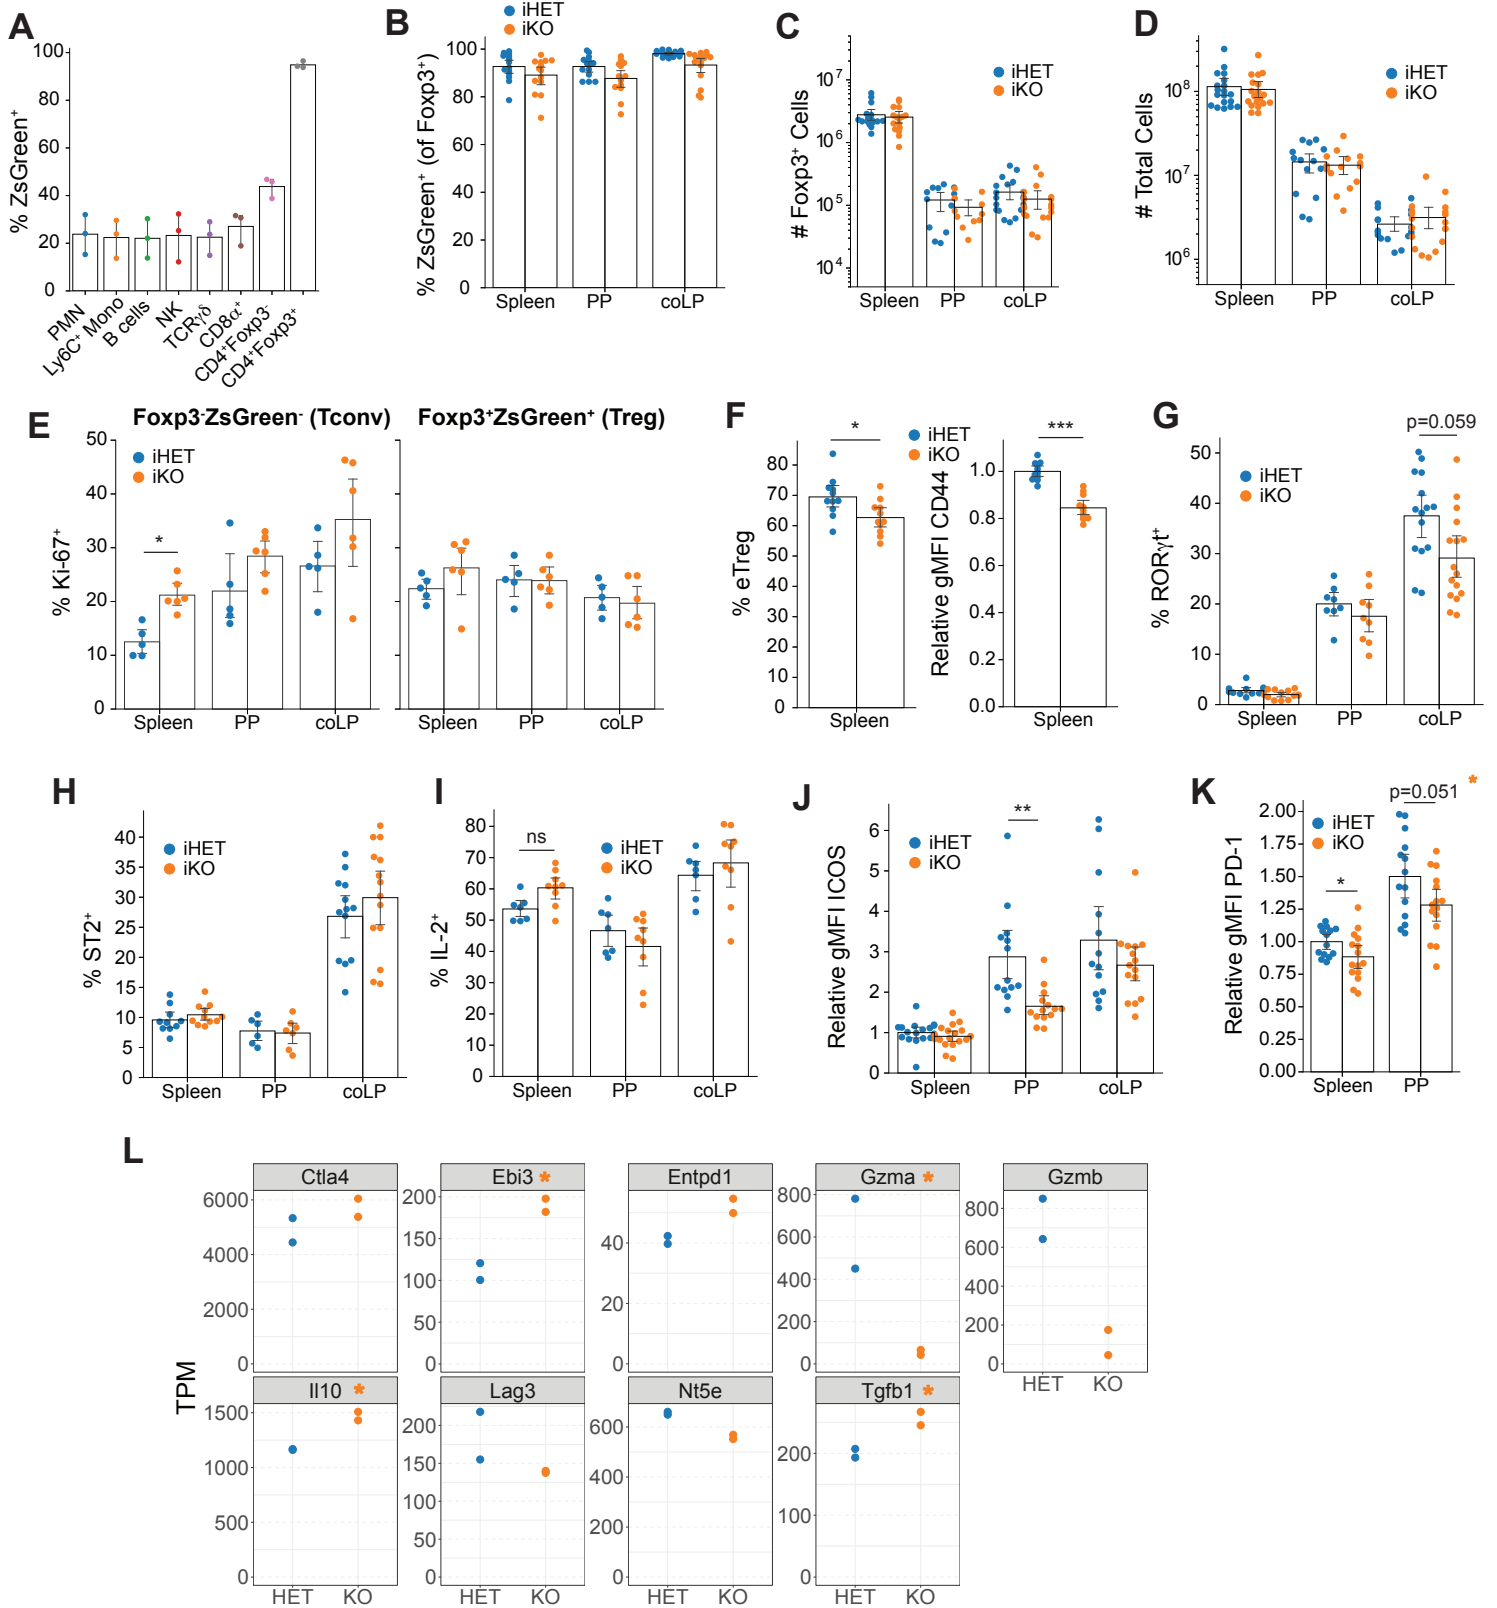

# Supplementary Figure 5

**A**

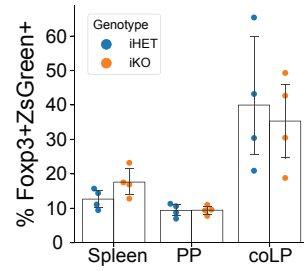

**B**

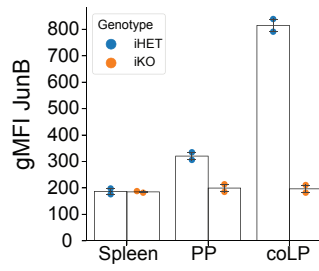

**C**

**PP Treg GSEA: iKO / iHET**

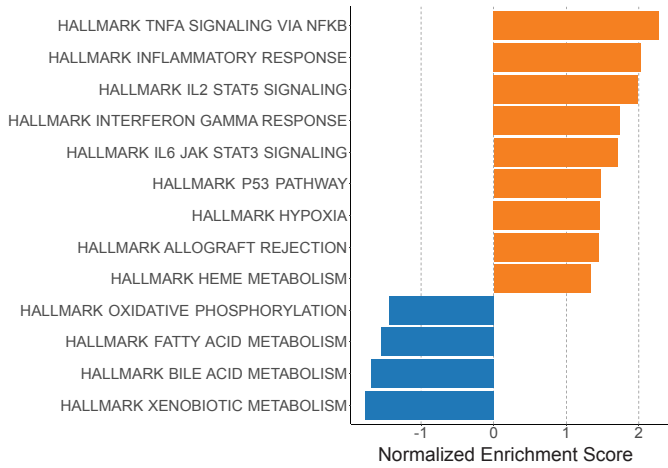

**D**

**GSEA: Tfr / Treg**

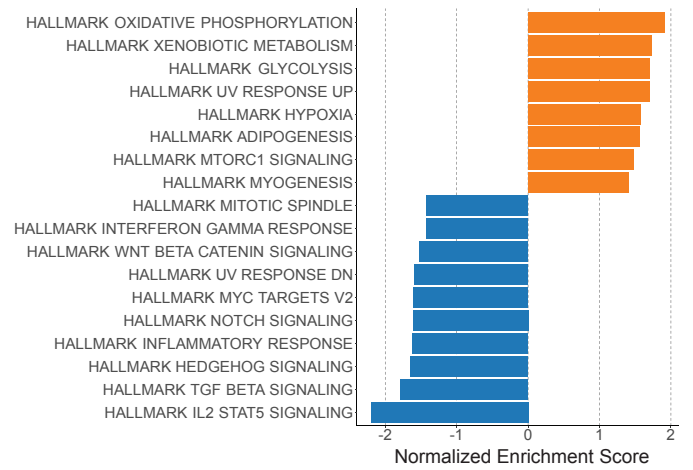

**E**

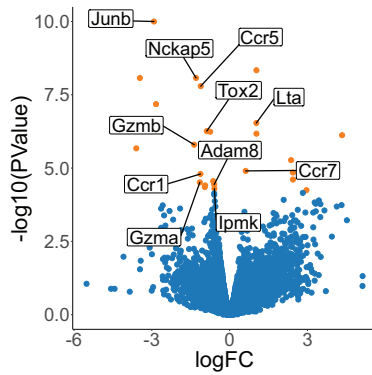

**F**

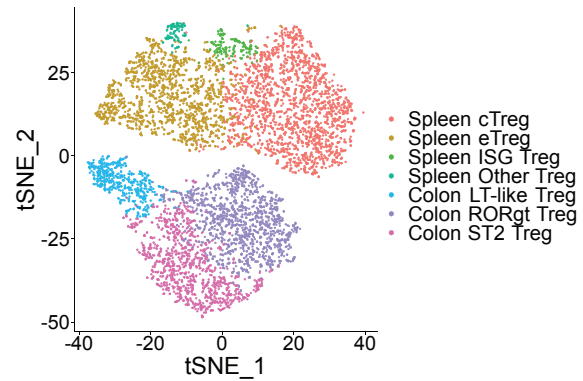

**G**

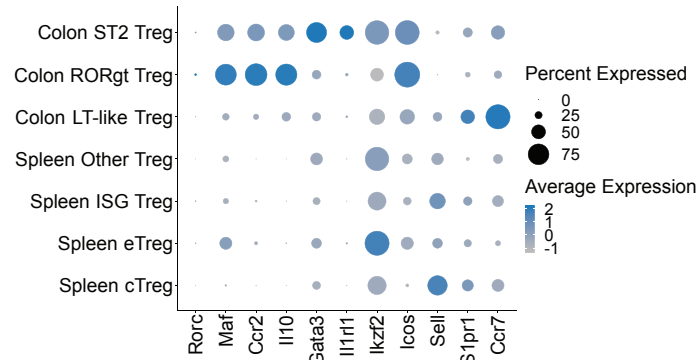

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

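A total of 14 RNA-seq libraries of Tregs were used, in 3 comparisons. PP Tregs of Foxp3-YFP-cre mice came from 2 HET and 2 KO mice, CD25- PP Tregs of tamoxifen-treated Foxp3-EGFP-cre-ERT2 mice from 2 iHET and 2 iKO mice, and colonic Tregs of the same inducible line from 3 iHET and 3 iKO mice. The expression of Xist and Ddx3y matched the labelled sex in each of the 14 libraries, and Junb matched the labelled genotype.

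The values are counts of reads per gene, which the authors made before they were deposited by trimming reads with TrimGalore and CutAdapt, aligning them to GRCm38 with STAR without multi-mapped reads and assigning them with featureCounts at default settings. The authors treated the paired-end libraries of the inducible line as single-end. The deposited counts are whole numbers without normalization or a filter on genes. Gene symbols, positions on GRCm38 and overlaps of exons were taken from GENCODE M21 by matching gene IDs, while the paper names M22. Of the listed IDs, 55394 matched in the tables of the inducible line and 53706 in that of Foxp3-YFP-cre mice, of which 55094 and 51464 had the same version.

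Each library held between 26274861 and 35508709 counts. A floor of 3 counts lies between 0.0845 and 0.114 CPM. The reads carry no molecular identifiers, so floors cover counting error only. Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Genes with at least 1 CPM in at least as many libraries as the smaller group (2, 2 and 3) were kept, counts were normalized by TMM, a prior count of 1 was used for fold changes, and genes with a Benjamini-Hochberg FDR under 0.05 in edgeR's quasi-likelihood test were called differentially expressed. Each comparison was fitted on its own libraries, and that of colonic Tregs with the number of the mouse as a term for cage. CPM given per gene are TMM-normalized, and sums of CPM over lists are not. Standard errors are approximate. Each is the size of the fitted log2 coefficient, without the prior count, divided by the square root of the quasi-likelihood F statistic.

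The genes named are those that the paper names or labels for a comparison in its text, Figs. 3B and 5A to 5C and Supplementary Figures 4L and 5E, and the genes with the 5 lowest p-values among those called whose groups do not overlap. Gzma and Gzmb are named in CD25- PP Tregs because Fig. 5B labels them. Members of lists are named where the list is reported, and genes outside this rule are marked as chosen after their values were seen.

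Lists of genes were written by hand, since the Hallmark sets were not used here. They cover Tfr cells, IL-2 and STAT5 targets, oxidative phosphorylation, fatty acid oxidation, glycolysis, the AP-1 family, immediate early genes of cell dissociation, intestinal epithelium, B cells, myeloid cells, cytotoxic lymphocytes, Treg identity, Treg subsets and suppressive functions, 14 in all. The lists were tested with limma's camera at its preset correlation of 0.01, adjusted over the 14 lists, with fry and with an estimated correlation as alternatives. The difference between organs was tested as an interaction of organ and genotype over the 10 libraries of the inducible line. Fold changes of 2 experiments were compared by Pearson's r and Spearman's rho across genes. Correlations of libraries were tested by exact permutation.

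Alternatives were the tests of the study (the exact test for PP and CD25- PP Tregs, and the likelihood ratio test with cage for colonic Tregs), DESeq2's Wald test, DESeq2 size factors and upper-quartile normalization in place of TMM, no filter on low counts, at least 10 counts in every library, a prior count of 0.125, fits with or without the replicate number as a block, a fit of the 10 libraries together, and leaving out each replicate. The tests were also run on simulated data, drawn from the means, dispersions and library sizes of the real libraries with 200 changed genes, changed by 4-fold or 2-fold. The quasi-likelihood test recovered 89.5%, 57.5% and 55% of them in the layouts of PP, CD25- PP and colonic Tregs, with 4.28%, 13.5% and 8.33% of its calls false. The exact test recovered 92% and 65% with 8% and 20.7% of its calls false, and the likelihood ratio test recovered 67.5% with 26.6% of its calls false. Changed genes were drawn only above a floor on mean counts, and no cage effect was simulated. The shares recovered can thus be higher than in the real libraries. In the CD25- PP layout the quasi-likelihood test recovered 81% of the 4-fold changes. In the real CD25- PP libraries it did not call Junb, at a log2 fold change of -2.44 (adjusted p = 0.0940). The flow cytometry and the public data that the paper compares with were not analysed here. Results for a few genes, and the full sort gate of the PP Tregs of Foxp3-YFP-cre mice, which is narrower than all Tregs, are not reported here.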

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

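The tests of epithelial and B cell genes in this part were chosen only after the result was seen, and that of the other immunoglobulin kappa variable genes before.

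Genes of intestinal epithelium, which the paper does not discuss, fell in PP Tregs of KO mice. Of 36 listed genes, 30 were tested, and their median log2 fold change was -3.92. The list summed to 511 and 259 CPM in HET and to 78.4 and 63.9 CPM in KO libraries. None of the 36 genes is named by the study or held by another list. The median was also -3.92 with the 2 genes at the floor of 3 counts in KO set to their bounds, and -3.92 and -3.93 under DESeq2 size factors and upper-quartile normalization. Leaving out 1 library at a time gave -4.78 to -3.75, with all 30 genes lower each time. Less RNA of epithelial cells in the sorted KO cells is a candidate explanation. Lower in KO were 30 of 30 genes, among them 13 of 13 genes of epithelial structure such as Epcam, Krt8 and Vil1. This cannot be told apart from a change in the transcription of these genes by Tregs, since the genes can move together and so weigh as 1 difference between 2 and 2 libraries. Handling of the samples and a change of the tissue in KO mice were not tested.

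In CD25- PP Tregs of iKO mice the same list had a median log2 fold change of -1.01 over 34 genes, with 31 lower. It was -1.01 and -1.02 under DESeq2 size factors and upper-quartile normalization. The value rested on single libraries, at -0.41 with 22 genes lower without iHET replicate 1 and at -1.66 without iHET replicate 2. Less of one and the same mix of epithelial RNA in both iKO libraries is a candidate explanation. Of the 34 genes, 15 were lower and 0 were higher in both iKO than in both iHET libraries. Chance separates the groups of 33.3% of genes, counting both directions together. It cannot be told apart from a mix that differs between libraries or a change in single genes, since the list summed to 596 CPM in the lower iHET and 475 CPM in the higher iKO library, so that genes of a single mix could overlap by noise.

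Igkv8-27, an immunoglobulin kappa variable gene, had a log2 fold change of 6.72 in PP Tregs of KO mice, from 13 and 6 to 1172 and 902 counts, and leaving out 1 library at a time gave 6.37 to 7.20. More RNA of B cells in the KO samples is argued against by the B cell list, whose median log2 fold change was -0.83 with 19 of 20 genes lower. Plasma cells were not tested apart from B cells, so more of their RNA stays open. Another kappa haplotype in the KO mice could raise a single variable gene. Of 4 other kappa variable genes tested, 2 were called and both were lower, at log2 fold changes down to -6.42. This cannot be told apart from an effect of genotype, since all KO mice share 1 genotype and only 4 other genes passed the filter on low counts. Reads of variable genes can also be assigned to a near-identical copy, which was not tested.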

How the results depend on the processing

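All alternatives in this part were chosen before the data were examined. The cause of a change was not tested unless it follows from the alternative itself.

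The number of genes differing between HET and KO PP Tregs was 409 and kept within 1.5 times of it, at 401, 404, 313 and 409, under DESeq2 size factors, upper-quartile normalization, at least 10 counts in every library and a smaller prior count. It was 689 (233 higher, 456 lower) with the exact test of the study, 696 (255 higher, 441 lower) with DESeq2's Wald test and 1305 (436 higher, 869 lower) without the filter on low counts, which tests 30707 genes in place of 12224. In CD25- PP Tregs the number was 0 (618 at an unadjusted p under 0.05), and also 0 under DESeq2 size factors, upper-quartile normalization and a smaller prior count. It was 43 with the exact test, 35 with DESeq2's Wald test, 232 without the filter, 1 with at least 10 counts in every library and 1 in one fit of 10 libraries. In colonic Tregs it was 1, and 25 with the likelihood ratio test of the study, 44 with DESeq2's Wald test, 24 without the filter and 5 with the likelihood ratio test without cage. Across the 3 fits that each left out replicate 1, 2 or 3 of both genotypes it was 0 to 2, and these fits have 2 mice per genotype. Without replicate 1 and without replicate 2, 0 genes passed and Junb lost its call. Without the filter on low counts, the quasi-likelihood test gave Gzmb in PP Tregs an unadjusted p of 6.1e-158, against 0.000636 with it. The log2 fold changes were -2.72 and -2.73. A p-value that small from 2 and 2 mice is not credible. Calls without the filter in PP and CD25- PP Tregs are therefore weak support.

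Of 14 lists, limma's camera called 7, 8 and 2 in PP, CD25- PP and colonic Tregs, and 7, 8 and 2 with at least 10 counts in every library. Under fry the numbers were 1, 0 and 0, and with an estimated correlation 0, 0 and 0. The direction of 2 lists reversed under fry, neither of them called. These were the myeloid list in CD25- PP Tregs (adjusted p = 0.997) and the B cell list in colonic Tregs (adjusted p = 0.992). Of the other list results under all alternatives, 132 kept their direction and side of the threshold and 34 lost their call.

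The CD25- PP and colonic comparisons shared 0 genes, 1 with the tests of the study and 3 at an unadjusted p under 0.01. The PP and CD25- PP comparisons shared 0, 20 and 37 genes in the same order. The correlation of their fold changes across genes was 0.248, and 0.0771 for genes with at least 10 counts in every library and 0.519 for genes called in either by the tests of the study. The interaction of organ and genotype was called for 0 genes (622 at an unadjusted p under 0.05) and for 2 with the likelihood ratio test. Pairs of colonic libraries with the same number had a mean r higher by 0.00659 than pairs of the same genotype, by 0.0180 over the 1000 genes with the highest mean and by 0.00623 without genes of the X and Y chromosomes.

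For the named genes, 465 results kept their direction and side of the threshold, 74 passed the threshold where the main test did not, 2 lost their call and 16 fold changes moved by more than the spread between replicates when a library was left out. The 2 lost calls are those of Junb in colonic Tregs, at adjusted p-values of 0.363 without replicate 1 and 0.147 without replicate 2. The sign reversed in 3 cases, all for genes without a call. Icos in PP Tregs ranged from -0.10 without HET replicate 1 to 0.0521 without HET replicate 2, Gzma in CD25- PP Tregs from -0.0185 without iHET replicate 2 to 0.41 without iHET replicate 1, and Gzmb there from -0.11 to 0.34 without the same libraries. Leaving out 1 of 2 libraries leaves 1 library in that group, so only fold changes were computed and no count of genes. At least 10 counts in every library gave no value for Igkv8-27 and Slc5a1 in PP Tregs and for Gm5541 in CD25- PP Tregs. Depth limits Slc5a1 in KO libraries to a bound, since it had 1 count in each.

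The labels give mice of each genotype the same numbers, and the fits with the number as a replicate block were compared with a check of whether the numbers pair the libraries. The correlation of deviations from the group means between libraries of the same number was 0.237 in PP Tregs and -0.0301 in CD25- PP Tregs. In colonic Tregs it was 0.0839, 0.387 and -0.103 for numbers 1, 2 and 3. The libraries of PP and CD25- PP Tregs were fitted without the number, as in the study. In CD25- PP Tregs mice of the same number also share sex, and in PP Tregs the value of 0.237 does not rule out a pairing. In colonic Tregs the correlations do not show that the numbers pair the libraries, and the number was kept in the fit as the study's term for cage. With the replicate block, 1015 genes (396 higher, 619 lower) differed in PP Tregs, among them all 409, and Il10, Tgfb1, Entpd1 and Lag3 passed the threshold. In CD25- PP Tregs 0 genes did (596 at an unadjusted p under 0.05), and the interaction stayed at 0. Of the lists, 6 were called in PP Tregs and 8 in CD25- PP Tregs, without the cytotoxic list in PP Tregs (adjusted p = 0.0894). Without the block, colonic Tregs had 1 gene and 2 lists, and 1 gene in one fit of 10 libraries.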

Differences from the paper's values

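No test in this part was chosen only after the result was seen. The paper gives over 800 differentially expressed genes in PP Tregs of KO mice, and 409 were found here with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, the exact test of the study (689), DESeq2's Wald test (696) and the replicate block (1015) came within 1.5 times of the paper's value, while DESeq2 size factors (401), upper-quartile normalization (404), a smaller prior count (409), at least 10 counts in every library (313) and no filter on low counts (1305) did not.

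The paper gives 44 genes in CD25- PP Tregs, and 0 were found here, with 618 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the exact test, which the paper's methods name, gave 43 and DESeq2's Wald test 35, within 1.5 times of the paper's value. DESeq2 size factors, upper-quartile normalization, the smaller prior count and the replicate block gave 0, at least 10 counts in every library and one fit of 10 libraries gave 1, and no filter on low counts gave 232.

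The paper gives 26 genes in colonic Tregs, and 1 was found here. Of the alternatives set before the data were examined, the likelihood ratio test with cage, which the paper's methods name, gave 25 and no filter on low counts gave 24, within 1.5 times of the paper's value. DESeq2's Wald test gave 44, the likelihood ratio test without cage 5, and DESeq2 size factors, upper-quartile normalization, at least 10 counts in every library, the smaller prior count, the quasi-likelihood test without cage and one fit of 10 libraries gave 1. The 3 fits without replicate 1, 2 or 3 gave 0, 0 and 2.

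The paper shows Fabp2, Maoa, Fbp2, Ckmt1, Mogat2, Gpd1, Slc5a1, Dkk3 and Gm5541 as differentially expressed in CD25- PP Tregs. None was called here under the quasi-likelihood test, with adjusted p-values from 0.869 to 0.999. All were called with the exact test and without the filter on low counts, and all but Slc5a1 and Gm5541 with DESeq2's Wald test. Junb had an adjusted p of 0.0940 and was called under these 3 alternatives, with at least 10 counts in every library and in one fit of 10 libraries. In colonic Tregs the paper names Gzmb, Gzma, Ccr1, Ccr7, Adam8, Nckap5, Tox2, Ipmk and Lta, which had adjusted p-values of 0.947 here. The likelihood ratio test with cage and DESeq2's Wald test called all of them, no filter on low counts called all but Ccr7, Adam8 and Ipmk, and the likelihood ratio test without cage called Ccr1, Nckap5, Tox2 and Lta.

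Supplementary Figure 4L marks Il10 and Tgfb1 as significant in PP Tregs, read by eye, where the adjusted p-values here were 0.0602 and 0.0638. Both were called with the exact test of the study, DESeq2's Wald test, no filter on low counts and the replicate block. The same figure does not mark Gzmb, although the paper's text describes it as highly dependent on JunB in PP Tregs, so this is no disagreement on Gzmb. It was called here with an adjusted p of 0.0287 from the quasi-likelihood test and under all 8 alternatives (from 3.1e-154 to 0.0364). The paper's text lists Ebi3 among the suppressive genes that do not depend on JunB, while the adjusted p here was 0.0133 at a log2 fold change of 0.81, higher in KO.

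The paper reports no shared genes between CD25- PP and colonic Tregs. Under the tests of the study Junb was shared here, and the quasi-likelihood test, with 0 shared genes, called 0 genes in CD25- PP Tregs. The paper reports fatty acid metabolism as underrepresented in iKO PP Tregs, whereas the list of fatty acid oxidation used here, which is not the paper's set, had a median log2 fold change of 0.01 in CD25- PP Tregs. The paper describes colonic libraries as clustering by cage. Taking the numbers for cages, the mean r was 0.953 for the same number and 0.946 for the same genotype, and 2 of 6 pairings did as well (exact permutation test, one-sided, p = 0.333).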

Other observations

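Of the tests in this part, those of the gene lists within each comparison by camera and fry were set before their result was seen. So were the relation of the metabolic to the epithelial genes, the shift of ribosomal genes and the test of oxidative phosphorylation between organs. All other tests were chosen only after their result was seen.

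The 7 metabolic genes that the study names in CD25- PP Tregs are lower in iKO libraries, and epithelial RNA carried over into the sorted cells is a candidate explanation. In the 6 colonic libraries, where genotype does not separate the epithelial list, the summed CPM of the 7 genes was compared with that of the 36 epithelial genes. Pearson's r was 0.770 (exact permutation test, two-sided, p = 0.00833) and Spearman's rho was 0.829 (exact permutation test, two-sided, p = 0.0583). Without the 2 libraries farthest from the median, r was 0.710. This was the 1 relation computed, over 675, 2795 and 702 CPM of epithelial genes in iHET and 329.6, 1357 and 2801 CPM in iKO libraries, against 54.5, 67.7 and 25.7 CPM and 20.0, 54.3 and 183 CPM of the metabolic genes. In PP Tregs the 7 genes summed to 69.6 and 33.0 CPM in HET and 4.31 and 2.27 CPM in KO libraries. Epithelial RNA and transcription in Tregs cannot be told apart here, since r and rho fall on different sides of 0.05 with 6 libraries. Lower depth of the iKO libraries is argued against, as they held 106% of the counts of the iHET libraries. An effect of JunB on these genes in Tregs stays open and was not tested.

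Strain variants carried with the floxed Junb allele on chromosome 8 could shift genes near Junb in every comparison. Within 10 Mb of Junb, genes with an unadjusted p under 0.01 were more frequent than elsewhere, at 4.86% against 0.626% in CD25- PP Tregs (7 of 144 genes, Fisher's exact test, two-sided, p = 4.8e-05), 12.6% against 6.68% in PP Tregs (16 of 127 genes, Fisher's exact test, p = 0.0185) and 2.78% against 0.588% in colonic Tregs (4 of 144 genes, Fisher's exact test, p = 0.0115). Of the 21 genes near Junb with such a p in any comparison, 12 changed in the same direction in all 3, where chance gives 25%, but these genes were chosen for their p-values. Mri1, picked out after its values were seen, had log2 fold changes of -0.53, -0.55 and -0.54 in PP, CD25- PP and colonic Tregs. Variants near Junb do not account for the genes called in PP Tregs taken together, of which 2.21% lie within 10 Mb. A regulation of neighbouring genes by JunB or by the deletion itself stays open and was not tested.

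The list of oxidative phosphorylation was lower in CD25- PP Tregs (66 of 89 genes) and higher in colonic Tregs of iKO mice (81 of 88 genes, median log2 fold change 0.21, camera adjusted p = 3.1e-07). On the interaction of organ and genotype, limma's camera gave a p-value of 2.4e-05, or 0.000333 adjusted over the 14 lists, and limma's fry gave an unadjusted 0.447, so an effect that differs between the organs cannot be told apart from none, since the 2 tests fall on different sides of 0.05. A shift of short abundant transcripts between libraries is a candidate explanation. Ribosomal protein genes had a median log2 fold change of 0.377 in colonic Tregs, 69 of 73 higher, but of -0.05 in CD25- PP Tregs, so what keeps it open is the small size of the change there. In colonic Tregs the medians of ribosomal genes for numbers 1, 2 and 3 were 0.86, 0.22 and -0.01 and those of oxidative phosphorylation 0.56, 0.14 and -0.07. The medians of oxidative phosphorylation in CD25- PP Tregs were -0.14 for number 1 and -0.01 for number 2, and those of ribosomal genes -0.04 and -0.05. The shift of oxidative phosphorylation thus rests mostly on number 1 in both organs, and that of ribosomal genes only in the colon.

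Fewer cytotoxic lymphocytes among the sorted cells could lower Gzma and Gzmb. Such cells bring their other transcripts too. In PP Tregs the summed CPM of 9 other cytotoxic transcripts fell from 106 to 59.1, with 7 lower, which is 11.0% of the fall of the 2 granzymes. Fewer such cells cannot be told apart there from a loss of granzyme transcripts in Tregs, since the list fell too and no library of cytotoxic cells gives the ratio to expect. In colonic Tregs the sum fell by 3.12% of the fall of the granzymes, with a median log2 fold change of -0.06 over 8 transcripts, which argues against such cells as the whole cause there. A loss of granzyme transcripts in Tregs is a hypothesis that these libraries leave open, and a loss of a granzyme-rich subset of Tregs was not tested.

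In colonic Tregs, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes as the 1 found with the quasi-likelihood test, the real split itself. With the likelihood ratio test, 6 of 10 splits gave as many as the real one's 25, and the largest number was 511. Of these 6, 4 part only 1 number, so that the fit with cage rests on 1 library against 1, the 2 with 511 genes included. The splits that part all 3 numbers gave 25 (the real one), 100, 9 and 7 genes. With 10 splits the share cannot be under 0.1, so the splits cannot decide on chance for either test. The 1 gene is Junb, the deleted gene, at 6652, 8158 and 7287 CPM in iHET against 975, 963 and 987 CPM in iKO libraries, which argues against chance for Junb, although its adjusted p was 0.363 without replicate 1 and 0.147 without replicate 2. Of the 20 genes called by the likelihood ratio test that were also tested in PP Tregs, 9 were called there by the exact test. Chance gives 1.07, the 2 experiments share no libraries, and all 9 changed in the same direction. Besides Junb, this argues against chance for Ccr7, Gzma, Gzmb, Ipmk, Lta, Npnt, Tox2 and Tpbgl. For the rest of the 25 genes chance stays open. Without cage, 2 and 8 of 10 splits gave as many genes as the real one with the quasi-likelihood and the likelihood ratio test.

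The remaining lists are given with camera's adjusted p. In PP Tregs of KO mice the epithelial list (1.4e-24), the B cell list (1.4e-06) and the cytotoxic list (0.00875) were lower, and Treg identity (0.00306) and Treg subset genes (0.0157) were higher. Not called were oxidative phosphorylation (0.267), fatty acid oxidation (0.293), glycolysis (0.267), the AP-1 family (0.267), dissociation genes (0.410) and myeloid genes (0.132). In CD25- PP Tregs of iKO mice the epithelial list (8.2e-07) was lower, and B cell (5.8e-06), IL-2 and STAT5 (0.0221), AP-1 (0.0279), dissociation (0.0168), Treg identity (0.0279) and suppressive genes (0.0279) were higher. Tfr genes were not called there, with 10 of 15 higher, a median log2 fold change of 0.15 and an adjusted p of 0.114, nor were myeloid (0.825), cytotoxic (0.608) and Treg subset genes (0.825). In colonic Tregs suppressive genes were lower (0.00577), with 8 of 10 genes lower. The other lists were not called there, at adjusted p-values from 0.129 for Treg subset genes to 0.970. The lists overlap in a few genes, 4 of them between the AP-1 and dissociation lists. None of the colonic or CD25- PP calls held under fry.

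The PP and colonic comparisons shared 9 genes under the tests of the study, Ccr7, Gzma, Gzmb, Ipmk, Junb, Lta, Npnt, Tox2 and Tpbgl, against 1.07 from chance. All 9 changed in the same direction, 7 lower and 2 higher. Under the quasi-likelihood test they shared 1 gene, Junb.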
